# Delayed puberty, gonadotropin abnormalities and subfertility in male *Padi2/Padi4* double knockout mice

**DOI:** 10.1186/s12958-022-01018-w

**Published:** 2022-10-12

**Authors:** Kelly L. Sams, Chinatsu Mukai, Brooke A. Marks, Chitvan Mittal, Elena Alina Demeter, Sophie Nelissen, Jennifer K. Grenier, Ann E. Tate, Faraz Ahmed, Scott A. Coonrod

**Keywords:** PAD2, PAD4, Citrullination, Hormone signaling, Estrogen receptor, Androgen receptor, Delayed puberty

## Abstract

**Background:**

Peptidylarginine deiminase enzymes (PADs) convert arginine residues to citrulline in a process called citrullination or deimination. Recently, two PADs, PAD2 and PAD4, have been linked to hormone signaling in vitro and the goal of this study was to test for links between PAD2/PAD4 and hormone signaling in vivo.

**Methods:**

Preliminary analysis of *Padi2* and *Padi4* single knockout (SKO) mice did not find any overt reproductive defects and we predicted that this was likely due to genetic compensation. To test this hypothesis, we created a *Padi2/Padi4* double knockout (DKO) mouse model and tested these mice along with wild-type FVB/NJ (WT) and both strains of SKO mice for a range of reproductive defects.

**Results:**

Controlled breeding trials found that male DKO mice appeared to take longer to have their first litter than WT controls. This tendency was maintained when these mice were mated to either DKO or WT females. Additionally, unsexed 2-day old DKO pups and male DKO weanlings both weighed significantly less than their WT counterparts, took significantly longer than WT males to reach puberty, and had consistently lower serum testosterone levels. Furthermore, 90-day old adult DKO males had smaller testes than WT males with increased rates of germ cell apoptosis.

**Conclusions:**

The *Padi2/Padi4* DKO mouse model provides a new tool for investigating PAD function and outcomes from our studies provide the first in vivo evidence linking PADs with hormone signaling.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12958-022-01018-w.

## Background

Peptidylarginine deiminases (PADs or PADIs) are a family of calcium-dependent enzymes that post-translationally convert positively-charged arginine residues to neutrally-charged citrulline in a process called citrullination or deimination. The loss of charge on target arginine residues following citrullination can significantly alter the target protein’s tertiary structure and affect protein-protein and protein-DNA/RNA interactions [1]. There are five PAD family members (PAD1–4 and 6), with each of the isoforms showing some degree of substrate and tissue specificity [2]. Functional roles for PADs in mammalian physiology and pathology are diverse and include cellular differentiation, nerve growth, apoptosis, inflammation, early embryonic development, and gene regulation [3].

While PAD activity is most closely associated with autoimmune disease [4], previous studies have found that PAD2 and PAD4 are expressed in reproductive epithelial tissues (ie. uterus, luminal breast tissues, endometrium, leydig and sertoli cells) and that their expression is regulated by steroid hormone signaling [5–8]**.** Steroid hormones are essential mediators of many physiological events including reproduction and development [9]. These hormones carry out their effects by binding to their cognate nuclear receptors which, in turn, bind to hormone response DNA elements and regulate transcription via interaction with a wide range of co-regulators and the basal transcriptional machinery. Given the potential links between PADs and steroid hormones and that histones were found to be targeted by PAD4 for citrullination [10], we previously tested whether PAD2 and PAD4 may play a role in estrogen signaling in breast cancer cells by facilitating ER target gene expression via histone citrullination at ER binding sites. Results from our studies found that PAD4 is recruited to the TFF1 promoter (a canonical ERα binding site) in MCF7 cells following E2 treatment leading to citrullination of histone H4 arginine 3 [11]. Additionally, we found that PAD2 interacts with ER in an estrogen-dependent manner and that estrogen (E2) treatment activates PAD2 leading to citrullination of histone H3 arginine 26 (H3Cit26) at ER binding sites [12, 13]. We then demonstrated by ChIP-Seq that ~ 95% of ER binding sites throughout the genome are citrullinated at H3Cit26 within 5–10 minutes of E2 treatment [14]. We also found that PAD inhibitors potently blocked ER binding at Estrogen Response Elements (EREs) and prevented ER target gene activation [13].

Regarding a potential role for PADs in hormone signaling in males, another group recently found that PAD2 plays a role in androgen receptor (AR) signaling by facilitating nuclear import of AR and promoting AR target gene activation via histone citrullination at AR binding sites in castration resistant prostate cancer cell lines (CRPC; LnCaP and VCaP) [12]. This finding suggests that the role of PADs in regulating hormone-mediated transcription may be broader than we had previously realized.

Recent studies have already begun to document the presence of PAD2 in the testis. For example, Tsuji-Hosokawa et al. showed that PAD2 appears to play an important role in testis development and is specifically expressed in fetal Sertoli cells, and that this expression is regulated by SOX9 a critical mediator of sex determination [15]. Another recent study used PCR, western blotting, and IHC to show that *Padi2* is expressed in sperm during the first wave of spermatogenesis and appears to localize to the acrosomal region of the sperm head [16]. There are currently no reports of PAD4 localization to the testes, however, IHC analysis of the testis from the Human Protein Atlas (proteinatlas.org) does show anti-PAD4 staining (moderate intensity) specifically in Leydig cells [6]. Importantly, to date, there have not been any published reports linking PADs to hormone signaling in animal models and this lack of in vivo data has likely limited research into this area.

To address this gap in knowledge, we began testing for links between PADs and hormone signaling in vivo by determining whether *Padi2* and *Padi4* single knockout (SKO) mouse lines displayed overt reproductive defects. Initial observations with these mice found that both *Padi2* and *Padi4* SKO mice appear normal with no overt reproductive defects. Given that the amino acid sequence in PAD family members is 59–70% identical, and that *Padi* genes are closely clustered together at chromosome 1p35–36 in humans and chromosome 4E1 in mice [3, 17], we predicted that the lack of a conspicuous phenotype in the SKO lines was due to genetic compensation by other *Padi*s. In order to test this hypothesis, we generated a *Padi2/Padi4* double knockout mouse (DKO) line by deleting *Padi4* from our existing *Padi2* knockout (P2KO) mouse line using CRISPR/CAS9 technology. We demonstrate that, as opposed to the SKO lines, the *Padi2/Padi4* DKO mice display a range of reproductive defects. Outcomes from our studies focusing on the DKO males show that they display a reduced pup and weanling weight, delayed puberty, reduced testis size, increased rates of apoptosis during spermatogenesis, and altered circulating hormone levels. Our results provide the first in vivo evidence that PADs play a role in male reproduction, potentially via their role in hormone signaling.

## Materials and methods

### Animals

All mice used in this work were on an FVB/NJ background and were maintained as inbred homozygous lines. The mice were housed in an AAALAC certified facility, with 12 hours on/off light cycle, temperature control and food and water ad libitum. All procedures were approved by Cornell University’s Animal Care and Use Committee (IACUC) and in compliance with the US National Research Council’s Guide for the Care and Use of Laboratory Animals [18]. Breedings were recorded and lineages tracked with Softmouse Colony Management Software [19]. Euthanasia was performed by CO_2_ inhalation in accordance with American Veterinary Medical Association approved practice.

### Generation of transgenic single knockout mice

*Padi2*-null mice (FVB/NJ background) were generated using gene trap technology at the Texas A&M Institute for Genomic Medicine [20]. 

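In GRCm38, Padi2 (ENSMUSG00000028927) lies on the plus strand of chromosome 4 from 140906344 to 140952586. The Ensembl annotation (release 96, which is GENCODE mouse release 21) lists 3 transcripts of the gene. The transcript that spans the whole gene has 16 exons. Its exon 1 runs from 140906344 to 140906549, and its start codon begins at 140906434. From the start codon to the end of exon 1 there are 116 coding nucleotides in this annotation. Its exon 2 begins at 140917573. The other 2 transcripts start downstream of exon 1, at 140924159 and at 140946412.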

For the gene trap, 163 nucleotides of exon 1 in *Padi2* (from the ATG initial codon to intron 1–2) were replaced by the LacZ and Neomycin coding sequence. These mice are genotyped in a multiplex mixture using *Padi2* WT and KO specific primers (Table 1).

**Table 1:** Primers used for genotyping and authentication of DKOmice

Target		Sequence (5′ to 3′)	Amplicon (bp)
**Genomic DNA**			
*Padi2-gDNA (WT)*	Forward	CTTATTCCTGGGAGCAGCAC	233
	Reverse	CTCTCTCTCGGCTCACCTGT	
*Padi2-gDNA (LacZ-Neo)*	Forward	GATCGGCCATTGAACAAGAT	312
	Reverse	GTAGCCGGATCAAGCGTATG	
*Padi4-gDNA*	Forward	CTCGCCTGGCACTATAAAGG	154–160
	Reverse	AGGATCTCTGCCCCTCTCAC	
**RT-PCR**			
*Padi1*	Forward	TGCCCACCTCTGACCAAAAG	123
	Reverse	GCTTGAGGCCATCAAACTGC	
*Padi2*	Forward	CAAGATCCTGTCCAATGAGAG	189
	Reverse	ATCATGTTCACCATGTTAGGGA	
*Padi3*	Forward	CGGAGGGTGACATCATCGAC	88
	Reverse	AGCATATTCACCAAGTCGGGG	
*GAPDH*	Forward	TGTGTCCGTCGTGGATCTGA	150
	Reverse	TTGCTGTTGAAGTCGCAGGAG	
*β-actin*	Forward	CATCCGTAAAGACCTCTATGCCAAC	171
	Reverse	ATGGAGCCACCGATCCACA	

*Padi4*-null mice (FVB/NJ background) were generated using Regeneron’s VelociGene technology. The genomic sequence of *Padi4* from the ATG initial codon to approximately 100 bp downstream of the TGA stop codon was replaced in frame (with respect to the *Padi4* initiation codon) with a Lox-flanked LacZ and neomycin coding sequence. These mice are genotyped using *Padi4* primers shown in Table 1.

### Generation of Padi2/Padi4 double knockout mice

*Padi2*-null mice were used for IVF and CRISPR/Cas9 RNA injection was performed at Cornell’s Stem Cell & Transgenic Core Facility. Cas9 mRNA and *Padi4* sgRNA targeting Exon 1 of the *Padi4* gene were injected into the pronucleus of *Padi2* KO embryos and the embryos were cultured to the two-cell stage and transferred into pseudopregnant recipient FVB/NJ female mice [21, 22]. Thirty-nine founders were produced and 13 edited founders were then identified by heteroduplex PCR [23]. Briefly, genomic DNA was extracted from punched ear tissue and evaluated by PCR using the *Padi4* primer set noted above. Standard PCR conditions for GoTaq (Promega) were used as follows: 95 °C for 5 min; 94 °C for 30 s, 59 °C for 30 s, 72 °C for 30s for 35 cycles; 72 °C for 5 min followed by 5 minutes of denaturation at 95 °C. PCR products were loaded onto a 12% polyacrylamide gel. Positive heteroduplex bands were purified and subjected to TA cloning for Sanger sequencing. All 13 edited founders were found to be heterozygous mutants, with 7 founders being identified as having a frameshift mutation either by insertion or deletion. One heterozygous founder with a four-nucleotide deletion was back-crossed to the background *Padi2* knockout mice, and their heterozygous offspring were then paired to create a homozygous DKO line (Fig. 1).

**Fig. 1:**
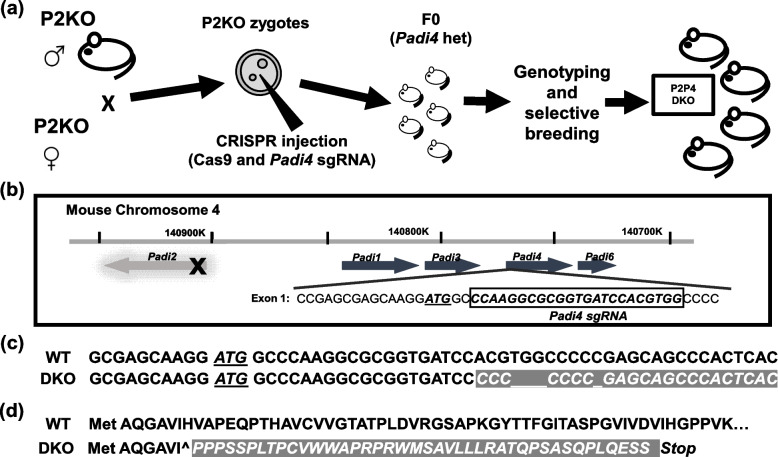
Design of *Padi2/Padi4* double knockout mice. **a** Schematic of the CRISPR protocol using *Padi2* KO zygotes. **b** Design and sequence of the guide RNA targeting Exon 1 of the *Padi4* gene. **c** Sanger sequencing confirmed a four-nucleotide deletion in the DKO Padi4 Exon 1, resulting in **d** a frame-shift mutation and premature stop codon in the predicted amino acid sequence

### Authentication of Padi2/Padi4 double knockout mice

#### RT-PCR of Padi transcripts

Total RNA was extracted from mouse salivary glands using Tri-Reagent (Molecular Research Center #TR118) and cDNA was created with a High Capacity RNA-to-cDNA Kit (Applied Biosystems #4387406) according to manufacturers’ instructions. PCR amplification was accomplished under standard cycling conditions with GoTaq (Promega #M3001) using primers listed in Table 1. PCR products were run on a 2% agarose gel to confirm the presence or absence of *Padi* transcripts (Fig. 2a,d; Additional File 1).

**Fig. 2:**
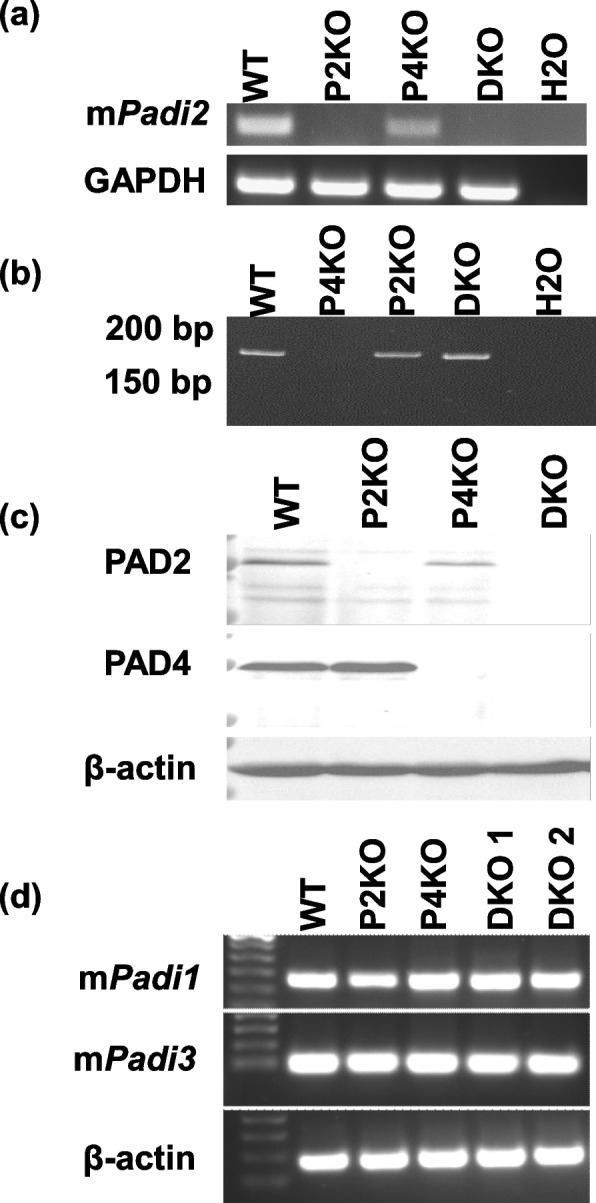
Authentication of the *Padi2/Padi4* double knockout. **a** RT-PCR of salivary gland tissue shows that the DKO mice lack Padi2 transcripts. **b** PCR analysis of genomic DNA (15% polyacrylamide gel) confirms a 4bp deletion within the *Padi4* gene of DKO mice. **c** Western blot analysis of spleen lysate confirms that DKO mice lack both PAD2 and PAD4 mature proteins. **d** RT-PCR of testicular tissue confirms transcription of both *Padi1* and *Padi3* is unaffected by the deletion of nearby genes

#### PCR of Padi4 locus

Genomic DNA was isolated from ear-punch tissue samples and the *Padi4* locus was amplified under standard GoTaq conditions using primers listed in Table 1. PCR products were run on a 2% Agarose gel to confirm the presence or absence of the *Padi4* gene (Fig. 2b).

#### Western blot for PAD2 and PAD4 protein products

Tissue lysate was prepared from splenic tissue and resolved by SDS-PAGE followed by transfer to a PVDF membrane. The membranes were incubated overnight with primary antibodies diluted in 1% BSA-TBST at 4 °C using the following concentrations: anti-PAD4 (1:1000; Abcam; ab214810), anti-PAD2 (1:1000, Proteintech, 12,110–1-AP) and anti-actin (1:1000, Abcam, ab-8227). The primary antibodies were detected with HRP-conjugated secondary antibodies and were exposed to ECL reagents to determine the presence or absence of PAD2 and PAD4 proteins (Fig. 2c).

### Breeding trials

Seven-week old virgin mice were paired in the following ‘male x female’ matings: DKOxDKO, DKOxWT, WTxDKO or WTxWT (*n* = 5–6 pairs per group). Pairs were monitored daily for 63 days and birth dates, litter sizes, sex ratios, 2-day old pup weights, and weanling weights were recorded. Statistical analyses were carried out using Microsoft Excel and Social Science Statistics calculators for unpaired Student’s t-test, ANOVA, 𝟀2 and Goodness of Fit tests with significance set at *P =* 0.05 [24].

### Growth and development

Male weanlings were housed singly (to avoid intra-cage dominance issues), weighed and monitored daily for preputial separation as previously described [25]. Growth curves are provided in Supplemental Fig. S2 (Additional file 2). Mice were euthanized for tissue harvest at ages 46, 48, 50 and 90 days old. At each of these time points, five mice were euthanized by CO_2_ inhalation and blood was collected by cardiac puncture, allowed to clot at room temperature for 90 minutes, spun at 2000 g for 15 minutes, and the serum was snap frozen and saved for hormone analysis. Serum testosterone, Follicle Stimulating Hormone (FSH), and Lutenizing Hormone (LH) levels were quantified in duplicate by ELISA at the University of Virginia Ligand Assay Core. Testes, epididymis, vas-deferens, seminal vessicles and spleen were harvested and one testis was immediately snap frozen for RNA analysis. The remaining tissues were fixed in 10% formalin for preliminary histological evaluation. Results were analyzed with unpaired t-tests with significance set at *P =* 0.05.

### Histological evaluation

Testis, epididymis, vas deferens, seminal vesicle and splenic tissues were collected at 90 days from 5 animals from each of the following strains: Wild-type (WT, FVB/NJ), P2KO, P4KO, and DKO. Collected tissues were fixed in 10% formalin solution, embedded in paraffin, sectioned at 5 μm, and stained with hematoxylin and eosin (H&E). Initial evaluation revealed epididymis, vas deferens, seminal vesicles, and spleen within normal limits based on previously published observations [26, 27], therefore, only testis sections were evaluated further. The noted changes were scored on a scale of 0 to 3 according to the following criteria: 0 = absent to affecting less than 5% of the tissue; 1 = mild change, affecting 5–25% of the tissue; 2 = moderate change, affecting 25–50% of the tissue; 3 = severe change, affecting > 50% of the tissue (Table S1, Additional file 3).

### RNA sequencing

Mouse testes were dissected from four-month old mice, two per strain (WT, P2KO, and DKO), and snap-frozen immediately following euthanasia. Total RNA extraction was performed using TRI reagent (Molecular Research Center, Inc. OH) according to the manufacturer’s protocol. The RNA concentration and purity were measured by Nanodrop and Qubit (Thermo Scientific, USA).

RNA-seq experiments were performed in the Transcriptional Regulation & Expression Facility (TREx) at Cornell University. RNA integrity was confirmed on a Fragment Analyzer (Agilent) and RNAseq libraries were prepared using the NEB Ultra II Directional RNA library Prep kit (New England Biolabs), with 1 μg total RNA input and initial poly(A) selection. Illumina sequencing was performed on a NovaSeq to generate at least 20 M 2 × 150 paired end reads per sample. The raw fastq reads were first processed with the Trim Galore package to trim for low quality reads, noisy short fragments, and adapter sequence [28]. The filtered reads were then aligned to the GRCm38 reference genome (mm10) with ENSEMBL annotations via STAR using parameters [−-outSAMstrandField intronMotif, −-outFilterIntronMotifs RemoveNoncanonical, −-outSAMtype BAM SortedByCoordinate, −-quantMode GeneCounts] [29]. Differential gene expression analysis was performed by DESeq2 [30, 31], with an FDR cut-off of 0.05 and a Benjamini-Hochberg adjusted *P* value (*p-adj*) < 0.05 to establish significance. A heatmap and hierarchical clustering dendrogram of differentially expressed genes was produced using Morpheus [32]. Venn diagrams were produced with BioVenn [33].

Gene ontology classification analysis was performed using DAVID v6.8, a web-based bioinformatics resource for functional genomics analysis to identify biological processes, molecular functions, and cellular components [34, 35]. Two hundred and forty-six genes were identified as uniquely upregulated in DKO testes compared to WT. Two hundred and thirty-eight of these genes were identified in the DAVID database and used for subsequent analysis.

## RESULTS and DISCUSSION

### Generation of Padi2/Padi4 double knockout mice

Our strategy for generating the *Padi2/Padi4* DKO mouse line is shown in Fig. 1a. *Padi2*-null males and females were bred to generate *Padi2*-null zygotes and these embryos were then injected with a *Padi4* sgRNA construct and transferred to wild type (FVB/NJ) recipient females to generate founder pups. The *Padi4* sgRNA construct was designed to target Exon 1 of the *Padi4* gene (Fig. 1b). In total, 39 founders were born, with 13 CRISPR-edited founders being identified by heteroduplex PCR, subcloning, and Sanger sequencing. All of the edited founders were heterozygous mutants, with seven of these founders having a frame-shift mutation. Following back breeding to P2KO, crossing the heterozygous F1 offspring, and genotyping successive generations, one homozygous DKO strain was established and selected for further characterization. This mutant mouse line contained a four-nucleotide deletion in Exon 1 of *Padi4* (Fig. 1c) and a predicted premature stop codon (Fig. 1d).

Validation of the DKO mutant line is shown in Fig. 2. We first confirmed that P2KO and DKO mice lacked *Padi2* transcripts by RT-PCR analysis of salivary gland (Fig. 2a). We next tested whether the *Padi4* sgRNA targeted site in DKO mice contained a deleted sequence by performing PCR analysis of genomic DNA and then separating the DNA fragments on high percentage polyacrylamide gels. Results showed that the DKO amplicon displayed a reduced molecular weight when compared to the P2KO and WT amplicons (Fig. 2b), suggesting that DKO mice contained the targeted deletion, as was shown by Sanger sequencing of the *Padi4* locus (Fig. 1c). As expected, no amplicon was observed in P4KO mice. The above results suggested that DKO mice lacked both *Padi2* and *Padi4* transcripts. We then performed Western blot analysis of WT, P2KO, P4KO and DKO spleen lysates to test if the DKO mice also lacked PAD2 and PAD4 protein. We probed the protein lysates with anti-PADI2 antibodies and found that, while the antibody was reactive with appropriately sized ~ 75 kDa bands in the WT and P4KO lysates, the antibody did not react with similarly sized bands in the P2KO and DKO mice (Fig. 2c, Additional file 1). Likewise, the anti-PADI4 antibody was reactive with ~ 75 kDa bands in the WT and P2KO lysates but was not reactive with similarly sized bands in the P4KO and DKO lysates (Fig. 2c, Additional file 1). These results indicate that the *Padi2/Padi4* DKO strain does not express mature PAD2 and PAD4 proteins. Lastly, we found by RT-PCR that the transcripts of *Padi1* and *Padi3* continue to be expressed in our DKO mice, indicating that the observed phenotype was due to the disruption of *Padi2* and *Padi4* and that the other *Padi* loci remain intact (Fig. 2d).

### Effect of Padi2/Padi4 DKO on fertility parameters

In order to begin testing for links between PADs and reproductive function, we first performed a controlled breeding trial to test whether a range of reproductive parameters were affected by DKO. Seven-week old mice were paired in 4 mating categories (WTxWT, DKOxDKO, DKOxWT and WTxDKO) and monitored daily for 63 days. Results showed that, although not statistically significant, DKOxDKO pairs tend to lag behind WTXWT pairs in the time taken to have their first litter (Fig. 3a). To identify which sex may be responsible for this reproductive delay, we bred DKO males with WT females and DKO females with WT males, and the trend towards decreased fertility remains more apparent for DKO males than for females (Fig. 3a).

**Fig. 3:**
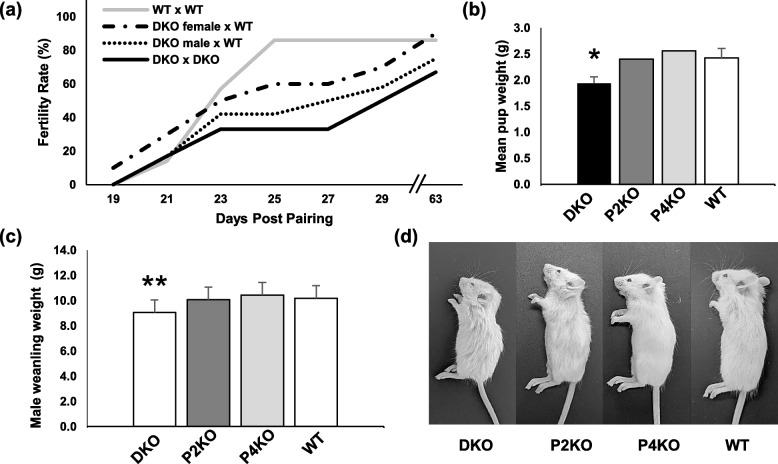
Breeding phenotype of *Padi2/Padi4* double knockout mice. **a** In controlled breeding trials, DKO pairs (n=6) took longer than WT pairs (n=7) to have their first litter. When paired with WT mates, DKO males (n=12) took longer than DKO females (n=10) to have their first litter and had fewer pup-producing pairs (data trending, but not significant, one-tailed Fisher’s Exact Test, *P* = 0.19). **b** Unsexed pups from the breeding trial litters were weighed at two days post-partum, and showed that DKO pups were smaller than pups of either SKO strain, and significantly smaller than WT pups (one-tailed t-test, *P = 0.004). **c** Male DKO are significantly smaller than both SKO and WT mice at weaning (ANOVA, p=0.02, post-hoc one-tailed t-test with WT, **P = 0.003). **d** Male DKO weanlings are visibly smaller and less developed than SKO and WT. Growth curves are provided in Supplemental 2)

With respect to the offspring produced during the breeding trials in this report, we found that the sex ratio of homozygous DKO offspring was skewed (0.85 male:female) but did not deviate significantly from the expected equal ratio (𝝌2 test, *n* = 243, *P* = 0.22), and that the average DKO litter size was the same as WT mice (two-tailed t-test, *n* = 4, *P* = 0.5). We also observed that unsexed 2-day old DKO pups from these same litters weighed significantly less than WT pups (Fig. 3b, n = 4 litters per strain, *P* = 0.004) and that DKO male weanlings weighed significantly less than WT (Fig. 3c-d, *n* = 21,45, *P* = 0.003; Fig. S2, Additional file 2). Taken together, results from these studies suggest that loss of both PAD2 and PAD4 suppresses fertility and affects offspring weight. Previous studies have shown that pup weight is also commonly reduced in sub-fertile mouse strains, including androgen receptor knockout (ARKO) mice [36] which is relevant to the research reported here**.** Given the growing links between PADs and hormone signaling, we predicted that the effect of DKO on both fertility and pup weight was due to disrupted hormone signaling in these mice.

### Effect of Padi2/Padi4 DKO on pubertal onset

Pubertal onset is thought to be primarily driven by increased testosterone production in males and one well-established external marker of pubertal development in rodents is preputial separation (PS) [25, 37, 38]. Therefore, as a further test of the hypothesis that hormone signaling is disrupted in DKO males, we next documented the timing of PS. Results show that DKO males took an average of 3.6 days longer than WT or SKO males to undergo PS (31.2 vs 27.6 days: ANOVA, *P* < 0.0001, Fig. 4a,b). Given that the timing of pubertal onset has been repeatedly, yet inconsistently, linked with obesity [39, 40], and been shown to differ between sexes within the same species/strain [41], we asked whether the delayed puberty in DKO males could be a side-effect of their smaller size at weaning. This does not appear to be the case, as DKO males are significantly heavier than WT and SKO at time of PS (ANOVA, *P* = 0.0002, Fig. 4c), and the mean weight of males, regardless of strain, was the same at day 27, which is the average day of PS in WT and SKO (ANOVA, *P* < 0.0001, Fig. 4d). Preputial separation is known to be an androgen-dependent process [38, 42], strongly linked to hormone signaling along the hypothalamic-pituitary-gonadal (HPG) axis [43, 44]. These results further support the hypothesis that hormone signaling may be altered in DKO males. Additionally, these observations suggest that PAD2 and PAD4 play an important role in androgen-driven sexual development in males.

**Fig. 4:**
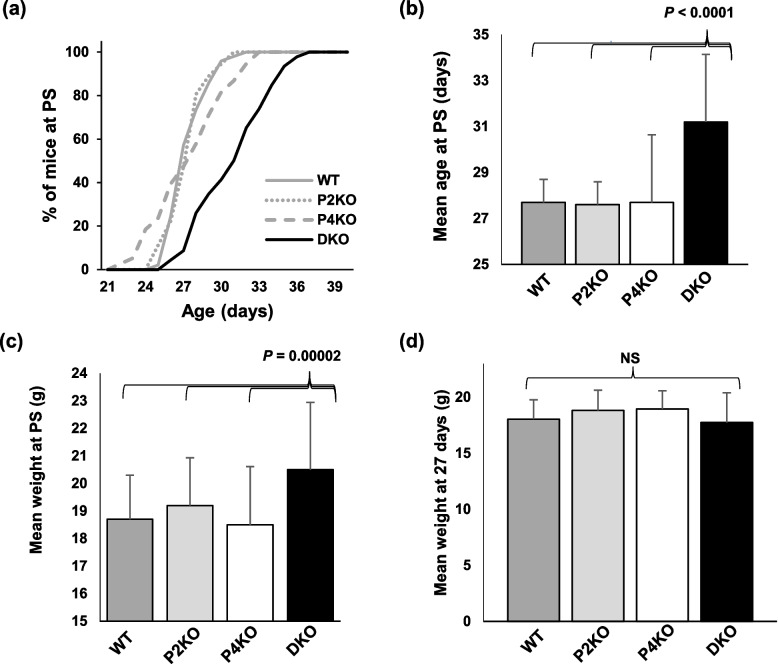
Pubertal onset is delayed in *Padi2/Padi4* DKO male mice. **a** Preputial separation occurred later in DKO males than WT and SKO strains, with **b** the mean age of PS significantly higher (n=49, 36, 38, 46; ANOVA, *P* < 0.0001). **c** Smaller body size at weaning does not appear to be a factor, as DKO mice are significantly larger when they reach PS than all other strains (ANOVA, *P* = 0.0002), and **d** there is no significant difference in body weight between strains at day 27, the mean day of PS for WT and SKO mice (ANOVA, *P* = 0.5)

### Effect of Padi2/Padi4 DKO on serum hormone levels

As a more direct test of the hypothesis that hormone levels are altered in DKO mice, we next measured serum testosterone (T), luteinizing hormone (LH), and follicle stimulating hormone (FSH) in WT and DKO males. Results showed that levels of T, LH, and FSH differed significantly between DKO and WT at multiple timepoints (*n* = 5 per time point). Although highly variable, serum testosterone levels were lower in DKO males than WT males at all time-points, most significantly at day 48 (*P* = 0.05, Fig. 5). In contrast, FSH and LH levels were statistically similar between DKO and WT at the earlier time points, but at day 50 both hormones were significantly higher in DKO sera (*P* < 0.03). Although it is difficult to infer signaling responses from this data due to use of serum from different individual mice at each timepoint rather than sequential levels from the same mice across time,we were encouraged by the observation that serum T levels were consistently lower in DKO mice regardless of age, and that LH and FSH differed significantly between strains. Importantly, studies with ARKO mice also found that serum T levels are lower in mutant mice compared to WT mice [36]. Given this observation, our findings lend support to the prediction that PAD enzymes play a role in androgen signaling in vivo.

**Fig. 5:**
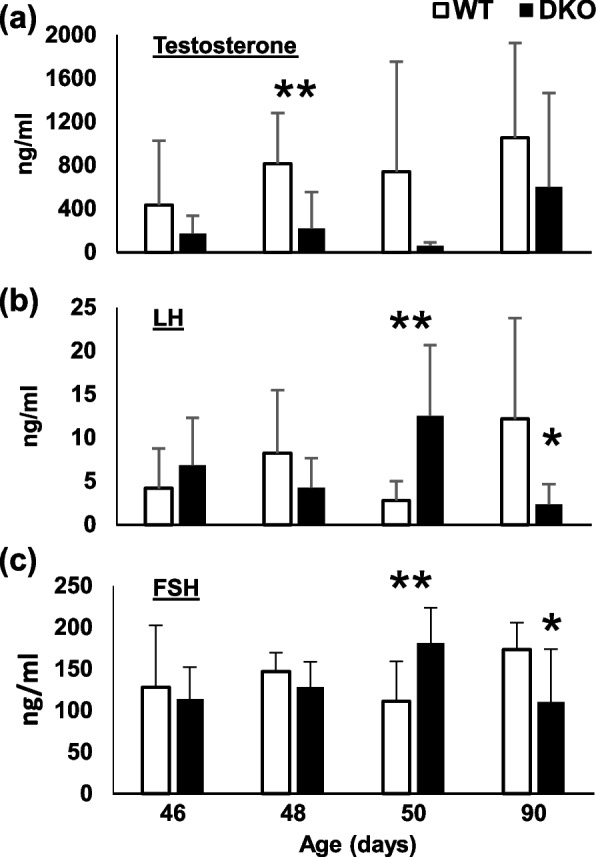
*Padi2/Padi4* DKO male mice show altered serum hormone levels. **a** Mean serum Testosterone levels were lower in DKO males when compared to WT males at all timepoints. **b, c** LH and FSH levels were significantly higher in 50-day old DKO mice, but significantly lower than WT in 90-day old mice (n=5, one-tailed t-test, *P = 0.05, **P = 0.02)

### Effect of Padi2/Padi4 DKO on testis size and histology

#### Testis size

Hormone signaling within the HPG axis not only regulates pubertal onset, but also regulates body growth [41] and testis size [45, 46]. As a further test for potential associations between PADs and hormone signaling, we next investigated whether the total body weight and testis weight was altered in 90-day old adult DKO mice. Results showed that, while there was no difference in total body weight between the WT (m = 27.4 g) and DKO (m = 27.4 g, *n* = 5,2-tailed t-test, *P* = 1), both absolute testis weight (*P* = 0.002) and the gonadosomatic index (testis weight as a percent of body weight) (*P* = 0.037) were significantly lower in DKO mice (Fig. 6a,b). Yeh et al. found that both pup size and testis weight are reduced in AR knockout mice [36], and our finding that DKO testes are significantly smaller than WT testes in adults fits well with the hypothesis that PADs play a role in androgen signaling in males.

**Fig. 6:**
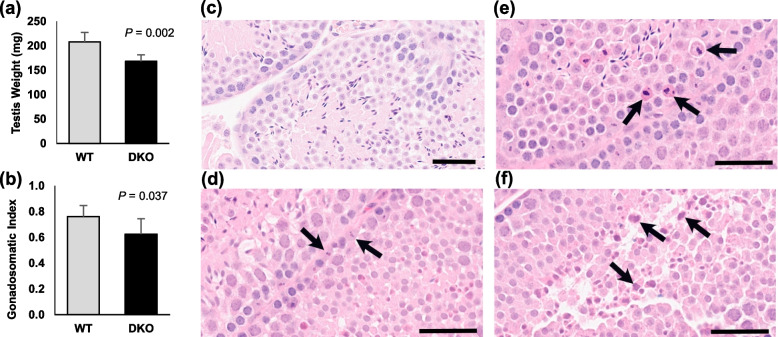
*Padi2/Padi4* DKO male mice have disrupted testicular development. In comparisons of 90-day old DKO to WT mice, DKO have **a** significantly smaller testes (n=5, one-tailed t-test, *P = 0.002) and **b** significantly lower gonadosomatic index (testes weight as % of body weight; n=5, one-tailed t-test, **P = 0.037). **c** Hematoxylin and Eosin stained sections of WT testis showing normal spermatogenic cell structures. **d-f** Hematoxylin and Eosin stained sections of DKO testis. Black arrows indicate: **d** apoptotic spermatogonia, **e** apoptotic spermatocytes and **f** atypical residual bodies (scale bars = 50 𝜇m)

#### Testis histology

The observation that DKO testes are smaller than WT testes raised the possibility that testicular histology may also be defective in DKO males. To test this hypothesis, FFPE sections of adult testes were stained with H&E and scored for cellular morphology by a board-certified pathologist (Table S1, Additional file 3). Results of this analysis found that there were variable degrees of germ cell apoptosis in the DKO testes when compared to WT testes, with spermatogonia and spermatocytes being the most significantly affected (Fig. 6c-f). More specifically, apoptosis (mild/moderate grade) in spermatocytes (Fig. 6d) was noted in 5 out of 5 DKO mice compared to only 2 out of 5 WT samples. Apoptosis (mild grade) of spermatogonia (Fig. 6e) was noted in 4 out of 5 DKO mice testes compared to only 1 out of 4 WT mice. All five DKO testes also displayed moderate grade residual bodies (Fig. 6f) when compared with WT testes, which only displayed mild grade residual bodies. Sertoli, Leydig cells and interstitium were overall unremarkable. The increased rate of apoptosis and residual bodies did not appear to result in a decrease in sperm production with the lumen of most tubules being lined with histomorphologically unremarkable elongated spermatids and spermatozoa. Interestingly, in ARKO mice, spermatogenesis was arrested at the pachytene stage of meiosis and there was an increase in apoptotic-like bodies within the tubules [36] suggesting that androgen signaling is critical for normal spermatogenesis. Taken together, these results support the hypothesis that PAD2/4 signaling may play a role in androgen signaling-mediated spermatogenesis.

### Effect of Padi2/Padi4 DKO on gene expression in the testis

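Testes of 4-month-old WT (FVB/NJ), P2KO and DKO mice were taken, with 2 mice per genotype. Libraries were made from poly(A)-selected RNA by a strand-specific method and sequenced in pairs of reads. The authors trimmed the reads, aligned them to GRCm38 with STAR, and deposited the number of reads counted on each gene, without normalization and without a filter on genes. STAR reports separate counts by strand, and the paper's text does not name which were taken, so counts of genes that overlap another gene carry this uncertainty. Total counts on genes were 21939393 and 26081756 in the WT libraries, 27306679 and 23072179 in the P2KO libraries, and 26068171 and 23366962 in the DKO libraries. The paper gives its depth as at least 20 M reads per sample, whereas the values reported here use the counts on genes. Counts were scaled by edgeR's TMM method, and the TMM factors ran from 0.984 to 1.02. A normalized count is the count divided by the library's scaled size relative to the geometric mean of the 6 libraries. Of the genes of the table, 20744 had enough counts to be tested, and these held from 99.887% to 99.905% of the counts of a library. All 6 libraries were fitted together, genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are referred to as called. With 2 mice per genotype, the spread of a gene was estimated with the help of all other genes, and the biological coefficient of variation shared by all genes was 0.0508.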

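The targeted genes were examined first. Padi2 overlaps Gm26226 on the same strand and Gm13031 on the other strand. Padi2 had 47 and 64 counts in the WT libraries, 100 and 55 in the P2KO libraries, and 59 and 83 in the DKO libraries. Its log2 fold change was 0.40 for P2KO against WT (standard error 0.239, adjusted p = 0.686) and 0.35 for DKO against WT (standard error 0.242, adjusted p = 0.575) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the P2KO library of 100 counts the log2 fold change for P2KO was 0.05, and without the DKO library of 83 counts that for DKO was 0.01. Padi2 counts were thus not lower in the knockout libraries and do not check the labels, so each genotype named here is the label of the library. Padi4 (ENSMUSG00000025330), on the minus strand of chromosome 4 from 140745865 to 140774236, had 20 and 43 counts in the WT libraries, 11 and 10 in the P2KO libraries, and 4 in each DKO library. By the same test, its log2 fold change for DKO against WT was -2.94 (standard error 0.513, adjusted p = 2.78e-04), and for P2KO against WT it was -1.63 (standard error 0.423, adjusted p = 0.0959). Without any filter on low counts, the fall of Padi4 in P2KO passed the threshold as well. With the filter, Padi4 was not called in DKO against P2KO (log2 fold change -1.31, standard error 0.628, adjusted p = 0.404 by the same test).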

In order to begin investigating whether PADs are associated with specific signaling pathways in the testis, and to more directly test the hypothesis that PAD2/4 play a role in regulating AR target gene expression, we next carried out RNA-Seq analysis of adult WT, P2KO, and DKO testes. Results show that 22 genes were upregulated and 19 genes were downregulated in P2KO samples when compared to WT samples (FDR cut-off 0.05, *p*-*adj* < 0.05). Additionally, we found that 263 genes were upregulated and 140 genes were down-regulated in the DKO samples compared to WT samples (FDR cut-off 0.05, *p-adj* < 0.05). 

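Between the libraries labelled P2KO and the WT libraries, 41 genes were called higher and 29 lower. An unadjusted p under 0.05 was found for 1777 of the 20744 tested genes. Of the 70 called genes, 28 changed at least 2-fold, 17 of them upward. Chromosome 4 held 37 of the 70 called genes and 1227 of all tested genes (Fisher's exact test, two-sided, p = 3.26e-27). The test treats genes as independent replicates, which neighbouring genes are not. When only genes off chromosome 4 were normalized and tested, 13 genes were called higher and 11 lower. Among called genes whose P2KO and WT libraries do not overlap, the largest rise was that of Zfp990 (chromosome 4, from 145510759 to 145539188), a zinc-finger gene 4.6 Mb from Padi2 with near-identical copies elsewhere in the genome. Its normalized count was 17.2 ± 5.97 (SD, n = 2) in WT and 1639 ± 59.4 (SD, n = 2) in P2KO. The log2 fold change was 6.60 (standard error 0.148, adjusted p = 1.33e-27 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the same genes, the next 4 rises by fitted log2 fold change were those of Platr16, 4933427I22Rik, Gm13230 and Zfp978. All 4 lie on chromosome 4 within 6.45 Mb of Padi2. None of these 4 had more than 3 counts in a WT library, and they were at least 2.83-fold, 28.1-fold, 10.1-fold and 6.85-fold higher in P2KO. Platr16 and Gm13230 overlap each other on the same strand, 4933427I22Rik overlaps Gm13028 on the other strand, and Zfp978 has near-identical copies. With DESeq2 on all 6 libraries, Platr16 and Zfp978 did not pass the threshold, and Zfp978 did not pass it with DESeq2 on the 2 genotypes compared. The largest fall was that of the lncRNA gene Gm26763, 4.7 Mb from Padi2 and overlapping Zfp980 on the other strand, which was at least 97.3-fold lower in P2KO. Car3, on chromosome 3, had 10 and 30 counts in WT and 0 in both P2KO libraries, so that it was at least 6.11-fold lower. The log2 fold changes of the zinc-finger genes Zfp979, Zfp982 and Zfp993 were -3.91, -3.89 and -2.75, and these genes lie on chromosome 4 within 6.71 Mb of Padi2.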

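Between the libraries labelled DKO and the WT libraries, 428 genes were called higher and 240 lower, and 2934 genes had an unadjusted p under 0.05. With DESeq2 on the 2 genotypes compared, the counts were 191 and 105, the lowest among the alternatives. Of the 668 called genes, 134 lay on chromosome 4 (Fisher's exact test, two-sided, p = 4.51e-37). Ranked by the fitted log2 fold change, the 5 largest rises were those of Gm12970, Zfp990, Platr16, 9530002B09Rik and Gm10036. Zfp990 rose by a log2 fold change of 6.78 (standard error 0.146, adjusted p = 3.59e-28 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 4 genes had at most 3 counts in each WT library. They were at least 94.0-fold (Gm12970), 3.54-fold (Platr16), 25.2-fold (9530002B09Rik) and 42.7-fold (Gm10036) higher in DKO. The rank of Platr16 rests on its 0 counts in WT, and its lower bound is below the 11.9-fold rise of Sdc3. Gm12970 is an antisense gene inside Sdc3, 10.1 Mb from Padi2, and 9530002B09Rik lies 18.2 Mb from Padi2. Gm10036 is a processed pseudogene on chromosome 18 whose sequence is 99.2% identical to Rpl11, a gene at 136.0 Mb of chromosome 4. Among the largest falls, Gm17300 (chromosome 4, overlapping Rcc1 and Snhg3 on the other strand) was at least 62.2-fold lower and Gm26763 at least 97.7-fold lower in DKO. BC002163, a pseudogene on chromosome 16 that is 99.4% identical to Ndufs5 on chromosome 4, had a log2 fold change of -5.21 (standard error 0.229, adjusted p = 2.12e-18 by the same test). The remaining falls among the 5 largest, of Zfp979 and Zfp982, are given with those genes. Compared with the libraries labelled P2KO, those labelled DKO had 126 genes called higher and 124 lower, and 2458 genes had an unadjusted p under 0.05. Of these 250 genes, 67 lay on chromosome 4 (Fisher's exact test, two-sided, p = 2e-26). The largest rises over P2KO by fitted log2 fold change were those of Gm12970, 1700021J08Rik, Car3, 9530002B09Rik and Sdc3. The first 4 were at least 99.5-fold, 29.7-fold, 3.52-fold and 26.6-fold, and Sdc3 had a log2 fold change of 3.61. The rank of Car3 rests on its 0 counts in P2KO. The largest falls were those of Gm17300 (at least 65.3-fold), BC002163, Rab42, Crybg2 and Aunip, and the log2 fold changes of the last 4 were -5.10, -2.77, -2.65 and -2.54. Apart from Car3 and BC002163, all of these genes lie on chromosome 4 between 117.0 and 134.5 Mb. 1700021J08Rik overlaps Hectd3 and Crybg2 overlaps Cd52, each on the other strand.

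**Figure D1:**
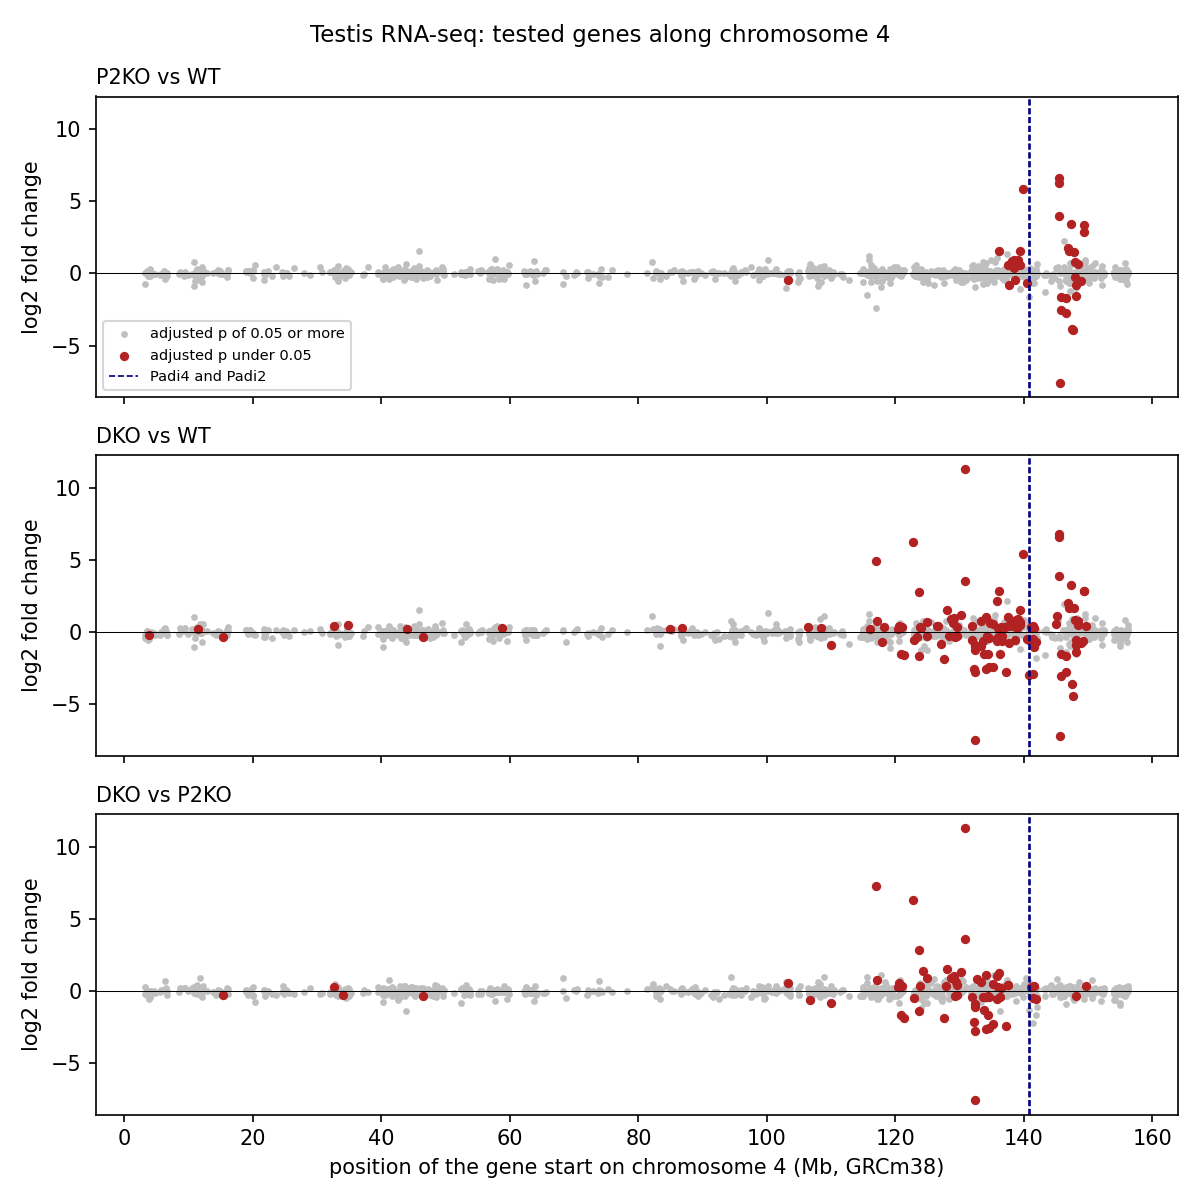
Log2 fold change of the tested genes of chromosome 4 (vertical axis) against the start of the gene in Mb (horizontal axis), for P2KO against WT, DKO against WT and DKO against P2KO. Each point is a gene, red where the adjusted p is under 0.05 and grey where it is 0.05 or more, and the dashed lines mark Padi4 and Padi2. In the comparison of P2KO with WT, 37 points are red, and in that of DKO with WT 134 are red.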

Seventeen of the 22 genes that were significantly upregulated in the P2KO samples were also upregulated in the DKO samples. 

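A total of 36 genes were called higher than WT in both the libraries labelled P2KO and those labelled DKO, and 5 in P2KO alone. Of the 36 genes, 22 lay on chromosome 4. When genes on chromosome 4 were left out of normalization and testing, 8 genes were called higher in both. Another 18 genes were called lower in both, 13 of them on chromosome 4, and 0 genes were called in opposite directions. Both comparisons use the same WT libraries, which makes their fold changes resemble each other even where no gene changes. This was measured in 20 simulated sets of unchanged groups that shared 2 WT libraries. At most 1 gene was called higher in both groups of a simulated set, and on average 0.6 genes were called in either comparison. The simulated genes were drawn independently of each other, so these sets carry no trend across genes, such as one with gene length. Such a trend in a shared WT library could make these numbers too low as a measure for the deposited libraries. The correlation of the log2 fold changes across genes averaged 0.506 in the simulated sets. In the measured libraries it was 0.523 across all tested genes and 0.485 off chromosome 4, and genes are not independent replicates. The share of genes with the same sign was 66.7% in the simulated sets, 66.7% in the measured libraries, and 66.6% off chromosome 4.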

A comparison of upregulated genes is shown in Fig. 7a, with the complete lists of differentially expressed genes (DEGs) provided in Tables S2 andS3 (Additional files 4 and 5). 

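Of the 392 genes called higher than WT in the libraries labelled DKO and not in those labelled P2KO, 51 lay on chromosome 4 and 341 on other chromosomes. The median log2 fold change of the 341 genes was 0.34. At least a 2-fold rise over WT was seen for 29 of the 392 genes, 19 of them off chromosome 4. A call in one comparison and not in the other does not show that DKO and P2KO differ, so DKO was also compared with P2KO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In that comparison 83 of the 392 genes were called higher in DKO. Called or not, 364 of the 392 genes were also higher in P2KO than in WT. The shared WT libraries favour this, and no simulated share was computed for genes chosen in this way. Protein-coding genes made up 365 of the 392 genes. The median length of their merged exons was 8884 nucleotides, against 3330 for all tested genes, and fold changes between DKO and WT rose with gene length across genes off chromosome 4 (Spearman's correlation 0.294, where genes are not independent replicates).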

Two hundred and forty-six genes that were uniquely upregulated in DKO testes were then subjected to DAVID gene ontology analysis. Of the 246 genes, 238 were identified in the mouse database and these genes were categorized into three domains: Cellular Components, Molecular Functions, and Biological Processes (Table S4, Additional file 6). Analysis of the Biological Processes domain finds that a majority of the DEGs are involved in reproductive functions (Fig. 7b), thus supporting the phenotypic traits we observed. In addition, analysis of the Molecular Function domain finds that nearly all of the DEGs appear to be involved in either nucleic acid binding or protein phosphorylation (Fig. 7c), thus further supporting the hypothesis that PADs play a role in regulating gene transcription. We next generated a hierarchical dendrogram and heatmap showing the top 100 most significantly up- and downregulated genes using summary counts over all pairwise tests of WT, P2KO, and DKO samples (FDR cut-off 0.05, *p-adj* < 0.05; Fig. 8; Table S5, Additional file 7). Results show that there is a good correlation in gene expression levels between replicates for each experimental group. Additionally, the gene expression profile for the DKO samples is distinctly different from that of the WT samples, while there are some overlapping expression patterns when comparing the DKO and P2KO samples. 

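The correlation between the 2 libraries of a genotype was computed across the tested genes on log2 CPM. Pearson's correlation was 0.9927 for WT, 0.9928 for P2KO and 0.9929 for DKO, and Spearman's was 0.9939, 0.9939 and 0.9940. These correlations run across genes, which are not independent replicates. Across the 500 most variable genes, the mean of the 3 Pearson correlations within genotypes was 0.791.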

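Across the tested genes, Pearson's correlation between a library labelled DKO and a WT library was between 0.9897 and 0.9903. Between DKO and P2KO libraries it ran from 0.9903 to 0.9915, and between WT and P2KO libraries from 0.9909 to 0.9921. Each of the 6 libraries was closest to the other library of its genotype, and average-linkage clustering gave the 3 genotypes. The first principal component held 30.0% of the variance. On it the WT libraries lay at -19.1 and -20.3, the P2KO libraries at -4.63 and -5.51, and the DKO libraries at 24.7 and 24.9. With genes off chromosome 4 only, 4 of the 6 libraries were closest to their own genotype, and the clusters no longer matched the genotypes. The closest pair was then WT 2 and P2KO 1, with a correlation of 0.9928. The first principal component of these genes held 25.59% of the variance, and the DKO libraries still lay apart on it, at 21.72 and 22.58. There the WT libraries lay at -13.95 and -14.33, and the P2KO libraries at -6.85 and -9.17. The paper's Table S5 lists 100 genes, 62 of them on chromosome 4, and the paper chose these genes on the same libraries. For these genes the deviation of each library's log2 CPM from the mean of all libraries was correlated between libraries. The correlation was 0.951 between the WT libraries, 0.741 between the P2KO libraries and 0.961 between the DKO libraries. It ran from -0.798 to -0.747 between WT and DKO libraries and from -0.447 to -0.218 between P2KO and DKO libraries. Between WT and P2KO libraries it ran from -0.36 to -0.162. Deviations from a common mean make correlations between genotypes negative in part by construction. Their signs therefore do not show whether the patterns of P2KO and DKO overlap.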

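Among the genes called between the libraries labelled DKO and WT, 83 changed at least 2-fold, 45 upward and 38 downward. Chromosome 4 held 49 of the 83 genes, all between 117.0 Mb (1700021J08Rik) and 149.3 Mb (Ube4bos2), and Padi2 lies at 140.9 Mb. When genes on chromosome 4 were left out of normalization and testing, 32 genes changed at least 2-fold. Of the 34 genes on other chromosomes, 6 were pseudogenes or other genes with a near-identical copy on chromosome 4. Between DKO and P2KO, 43 called genes changed at least 2-fold, and 26 of them lay on chromosome 4 from 117.0 Mb to 137.2 Mb. With DESeq2 on the 2 genotypes compared, which tested 4055 genes between DKO and P2KO after its own filter, 0 called genes changed at least 2-fold, and 1292 genes had an unadjusted p under 0.05 before that filter. None of the 10 genes examined singly in this comparison was among the 4055. The number was 26 with DESeq2 on all 6 libraries and 54 with edgeR on the 2 genotypes compared.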

We next narrowed this pool down to 41 transcripts that showed at least a 2-fold difference between strains for further investigation of their known activities. For this analysis, we used The Jackson Laboratory’s Mouse Genome Informatics (MGI) databases [47, 48] and we reveiwed the current literature. Of these 41 transcripts, 15 were identified as lncRNAs, 20 were from protein coding genes, and 6 were undescribed or pseudogenes.

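By the annotation, the genes that changed at least 2-fold between the libraries labelled DKO and WT comprised 42 protein-coding genes, 29 lncRNA genes, 11 pseudogenes and 1 gene whose type the annotation leaves open. On chromosome 4 lay 28 of the protein-coding genes and 18 of the lncRNA genes. A near-identical copy elsewhere in the genome was found for 17 of these genes.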

**Fig. 7:**
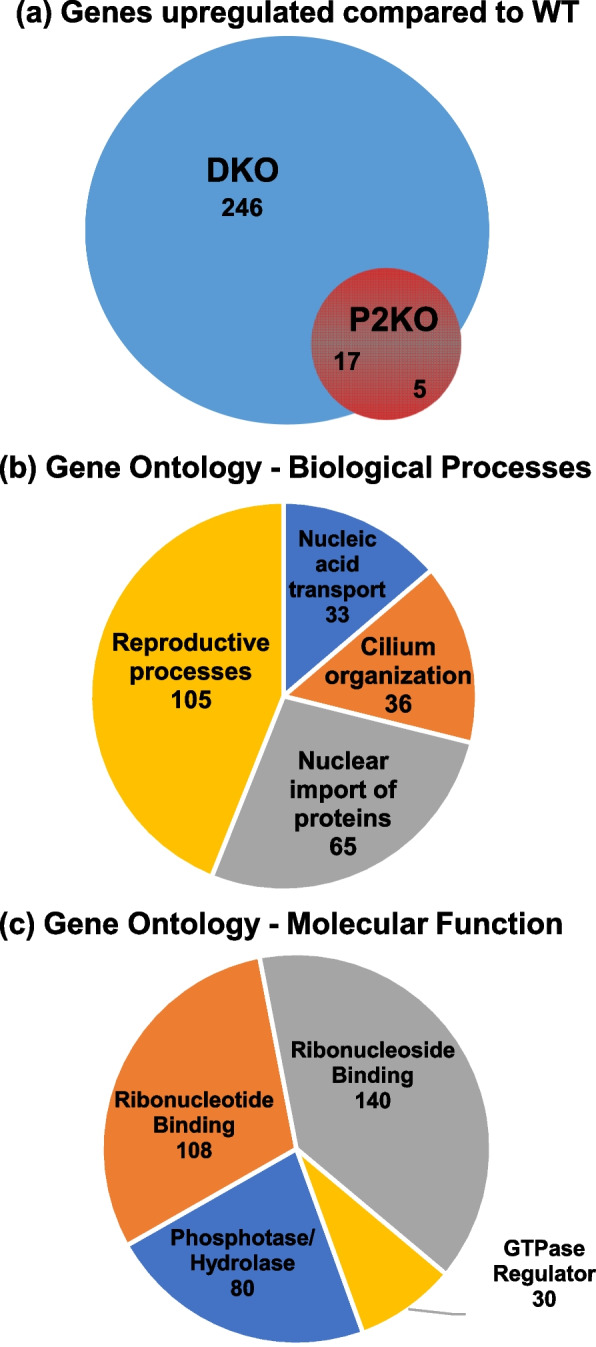
RNA-seq analysis of gene expression in 4-month old WT and DKO testes. **a** Venn diagram of differential gene expression shows that 263 genes are significantly upregulated in DKO in comparison to WT, with only 17 genes overlapping the P2KO profile. Significance was set as FDR < 0.05 and *p-adj* < 0.05. Gene lists are provided in Supplementals 4 and 5. **b-c** Gene ontology analysis with DAVID 6.8 divides these upregulated genes into **b** Biological Processes with reproductive pathways heavily represented and **c** Molecular Functions almost entirely represented by genes involved in nucleic acid regulation

**Fig. 8:**
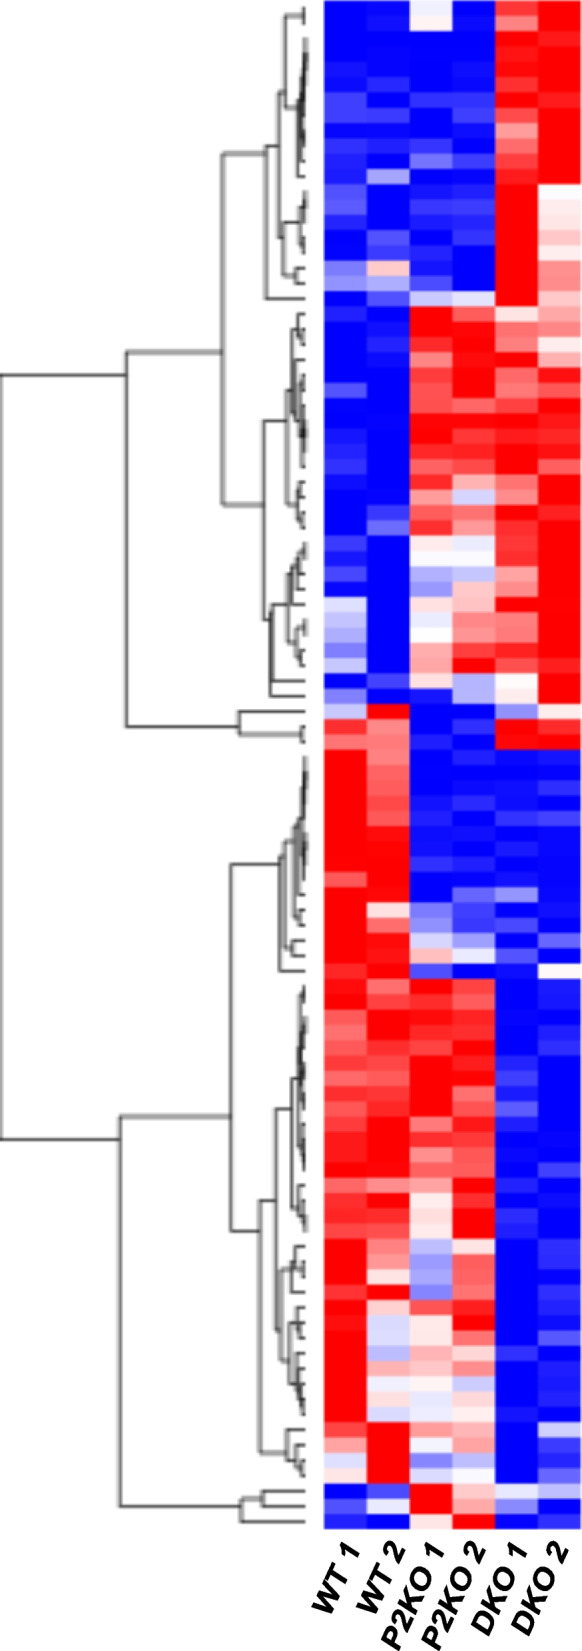
Heatmap and unsupervised hierarchical dendrogram illustrating the top 100 differentially expressed genes between 4-month old WT, P2KO and DKO testes. Significance was set as FDR < 0.05 and *p-adj* < 0.05. Red = upregulated, Blue = downregulated. The list of DEGs used to create the heatmap is provided in Supplemental 7

lncRNAs are generally known to be involved in transcriptional regulation through either binding DNA directly or changing methylation patterns on chromatin. Alternatively lncRNAs can directly interact with other chromatin modifiers to recruit or deflect their action on transcription [49, 50]. One lncRNA worth mentioning here, *Snhg12*, has been linked to regulation of the cell cycle and promotion of the Epithelial-Mesenchymal Transition in embryogenesis [51]. In addition, *Snhg12* has been shown to promote cell proliferation and inhibit apoptosis in multiple cancers [52], including testosterone-sensitive prostate cancer [53]. Although we do not propose a mechanism, the almost 3-fold decrease in *Snhg12* levels in our DKO mice suggests loss of this factor may have played a significant role in the increased apoptosis and atypical residual bodies that are seen in Fig. 6.

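Snhg12 (ENSMUSG00000086290) lies on chromosome 4 from 132308623 to 132311024, 8.6 Mb from Padi2, and hosts small nucleolar RNA genes on the same strand. Its normalized count was 105 ± 0.911 (SD, n = 2) in WT, 95.3 ± 21.8 (SD, n = 2) in P2KO and 44.1 ± 3.95 (SD, n = 2) in DKO. Against WT, the libraries labelled DKO had a log2 fold change of -1.25 (standard error 0.217, adjusted p = 2.70e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 2.37-fold lower. Both DKO libraries lay below every WT and P2KO library. With each library left out in turn, the log2 fold change stayed between -1.35 and -1.16. In P2KO against WT it was -0.16 (standard error 0.192, adjusted p = 0.889 by the same test), and in DKO against P2KO it was -1.09 (standard error 0.219, adjusted p = 0.00386).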

The 20 protein coding genes showing more than a 2-fold change in expression between DKO and WT included multiple members of two important gene families. 

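Among the genes changed at least 2-fold between the libraries labelled DKO and WT were 3 kallikrein genes and 7 genes named Zfp. The paper names 10 genes in its account of these libraries. All 10 were called over all tested genes, and 10 of 10 when adjusted over the list alone, which is not independent evidence because the list was chosen on the same libraries. Of the 10 genes, 6 lie on chromosome 4. Across the alternatives in normalization, filter and test, 118 log2 fold changes of these genes kept their direction and their side of the threshold. The 2 that did not pass it were those of Klk1b27 and Spry4 with DESeq2 on the 2 genotypes compared.

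**Figure D2:**
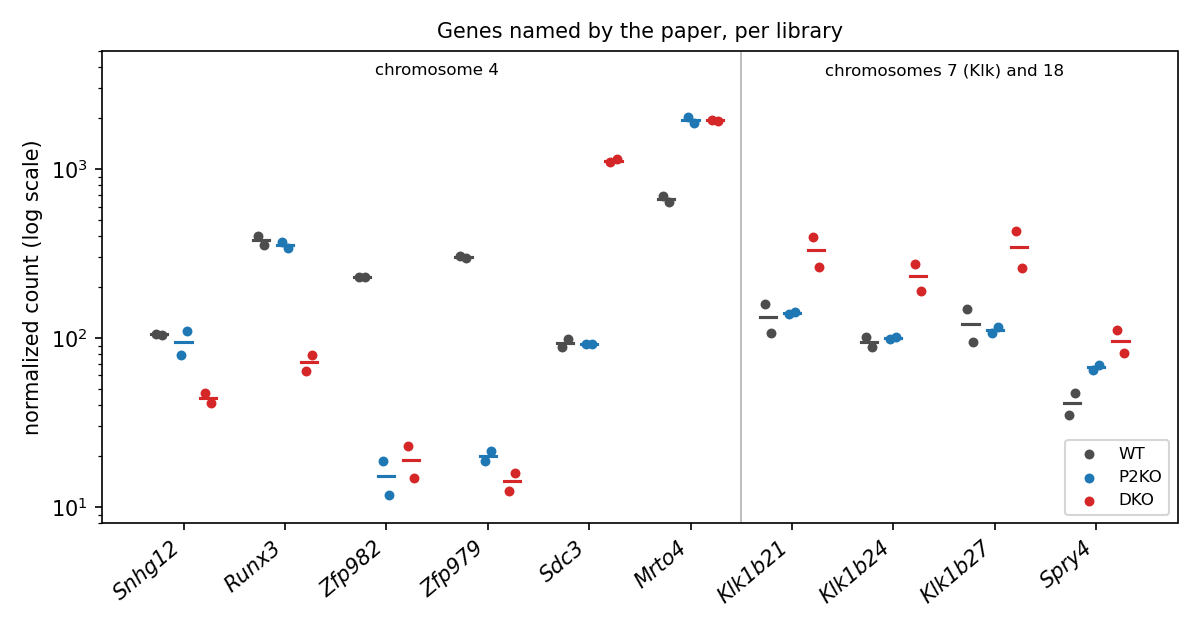
Normalized count (vertical axis, log scale) of the genes that the paper names, in the 2 libraries of each genotype. Points are libraries and the short line is their mean. Snhg12, Runx3, Zfp982, Zfp979, Sdc3 and Mrto4 lie on chromosome 4, the kallikrein genes on chromosome 7 and Spry4 on chromosome 18.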

First, the Kallikreins are a family of serine peptidases, many of which have been linked to AR expression and progression of androgen sensitive prostate cancer cells [54]. Perhaps the best-known member of this family is prostate-specific antigen (KLK3), whose expression is mainly induced by androgen and is transcriptionally regulated by the androgen receptor [55]. Additionally, the kallikrein gene locus is highly responsive to steroid hormones, having at least 14 functional HREs in this region. In fact, many researchers use kallikreins as markers of hormone receptor activity [56]. 

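Klk21, Klk24 and Klk27 are listed as Klk1b21 (ENSMUSG00000066516), Klk1b24 (ENSMUSG00000063713) and Klk1b27 (ENSMUSG00000063177) and lie on chromosome 7, beginning at 44102328, 44188236 and 44052290. They belong to a family of closely related genes, so that reads could have been split between members. The normalized count of Klk1b21 was 134 ± 37.2 (SD, n = 2) in WT, 140 ± 2.28 (SD, n = 2) in P2KO and 331 ± 94.4 (SD, n = 2) in DKO. That of Klk1b24 was 94.7 ± 9.51 in WT, 99.8 ± 1.90 in P2KO and 233 ± 59.5 in DKO. That of Klk1b27 was 121 ± 37.6 in WT, 112 ± 6.16 in P2KO and 344 ± 120 in DKO. The log2 fold changes of the libraries labelled DKO over WT were 1.33 (standard error 0.168, adjusted p = 1.23e-06), 1.31 (standard error 0.170, adjusted p = 2.08e-06) and 1.53 (standard error 0.182, adjusted p = 3.38e-07), in that order, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These are rises of 2.51-fold, 2.48-fold and 2.90-fold. For each of the 3 genes, both DKO libraries lay above all 4 other libraries. The first DKO library was the higher one, and without it the log2 fold changes were 0.99, 1.01 and 1.12. With DESeq2 on the 2 genotypes compared, Klk1b27 did not pass the threshold. Of the other kallikrein genes among the 15 tested, Klk1 was called higher in DKO (log2 fold change 0.95, standard error 0.254, adjusted p = 0.0265 by the same test). Klk1b22 (log2 fold change 1.45, adjusted p = 0.0653 by the same test) and Klk1b5 (log2 fold change 0.95, adjusted p = 0.0735) were not called, and no member was called lower.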

In our DKO mice, *Klk21*, *Klk24* and *Klk27* are increased 3-fold compared to WT, and these three kallikreins have been shown to be expressed exclusively in Leydig cells and be responsive to testosterone [57]. Additionally, these 3 kallikreins are upregulated in the FOXa3 KO mouse model which shows severe testicular degeneration, increased gonadal apoptosis and decreased fertility [57]. The second over-represented group in our DKO mice are Zinc-finger proteins, a diverse family generally known as regulators of gene expression. Six Zinc-finger proteins are differentially expressed in our DKO mouse testes, two of which are of particular interest here. 

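The 7 genes named Zfp that changed at least 2-fold between the libraries labelled DKO and WT were Zfp990, Zfp978, Zfp984, Zfp982, Zfp979, Zfp993 and Zfp69. All 7 lie on chromosome 4, between 120.9 and 147.8 Mb. Zfp990, Zfp978 and Zfp984 were higher in DKO and the other 4 lower, and each direction was the same with upper-quartile scaling and with RLE size factors. Zfp978 was at least 6.25-fold higher in DKO. Zfp984 had a log2 fold change of 1.67 (standard error 0.168, adjusted p = 7.29e-09), Zfp993 of -2.77 (standard error 0.265, adjusted p = 2.25e-09) and Zfp69 of -1.48 (standard error 0.175, adjusted p = 3.37e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Apart from Zfp69, all of them were called in the same direction in P2KO against WT, and none of those 6 was called between DKO and P2KO. Zfp69, 20.0 Mb from Padi2, was not called in P2KO against WT (log2 fold change 0.21, adjusted p = 0.743) and was lower in DKO than in P2KO (log2 fold change -1.69, adjusted p = 1.63e-08 by the same test). Zfp990, Zfp993 and Zfp978 have near-identical copies, and Zfp984 overlaps Gm20707 on the same strand.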

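Zfp982 (ENSMUSG00000078496) lies on chromosome 4 from 147492417 to 147513486, 6.59 Mb from Padi2. Its normalized count was 230 ± 0.964 (SD, n = 2) in WT, 15.2 ± 4.89 (SD, n = 2) in P2KO and 18.9 ± 5.76 (SD, n = 2) in DKO. The log2 fold change of the libraries labelled DKO over WT was -3.58 (standard error 0.229, adjusted p = 5.27e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 12.0-fold lower. Leaving out each library in turn gave values from -3.95 to -3.31. The level in DKO did not differ detectably from that in P2KO (log2 fold change 0.30, standard error 0.360, adjusted p = 0.812 by the same test).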

*Zfp982* has previously been shown to be involved in cell lineage differentiation in embryogenesis [58] and the 12-fold decrease in levels of this factor in our DKO mice may have significantly disrupted developmental processes. *Zfp979* (also known as *Ssm1b*) initiates DNA methylation and inhibits transcription in undifferentiated embryonic stem cells as well as in adult murine germ cells [59]. The 20-fold decrease of *Ssm1b* seen in our DKO testes could allow expression of a multitude of proteins detrimental to early development and germ cell maturation.

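The files list Ssm1b as Zfp979 (ENSMUSG00000066000), on chromosome 4 from 147611937 to 147642513, 6.71 Mb from Padi2 and overlapping Gm13155 on the same strand. Normalized counts were 301 ± 4.30 (SD, n = 2) in WT, 20.0 ± 1.88 (SD, n = 2) in P2KO and 14.2 ± 2.44 (SD, n = 2) in DKO. The libraries labelled DKO were 21.2-fold lower than WT, a log2 fold change of -4.40 (standard error 0.220, adjusted p = 4.92e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from -4.58 to -4.24 when each library was left out in turn. Between DKO and P2KO the log2 fold change was -0.49 (standard error 0.348, adjusted p = 0.623 by the same test).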

Within the remaining differentially expressed coding genes, several stand out as relevant to our discussion for their potential roles in steroid signaling and the HPG axis. *Runx3* is decreased 6-fold in our DKO testes. This factor has been shown to regulate steroidogenesis and gonadal development in female mice [60]. 

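Runx3 (ENSMUSG00000070691) lies on chromosome 4 from 135120652 to 135177990, 5.79 Mb from Padi2, and overlaps Gm16224 on the other strand. It had 379 ± 30.9 (SD, n = 2) normalized counts in WT, 355 ± 22.0 (SD, n = 2) in P2KO and 71.8 ± 10.8 (SD, n = 2) in DKO. The fall in the libraries labelled DKO was 5.28-fold against WT (log2 fold change -2.40, standard error 0.146, adjusted p = 1.49e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every DKO library lay below every WT and P2KO library, and leaving out each library in turn gave log2 fold changes from -2.55 to -2.25. P2KO did not differ detectably from WT (log2 fold change -0.09, standard error 0.115, adjusted p = 0.896 by the same test). Between DKO and P2KO the log2 fold change was -2.31 (standard error 0.146, adjusted p = 9.96e-14).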

Whether it acts similarly in male mice is currently unknown. Mutations in *Spry4*, which is upregulated 3-fold in our DKO testes, have been implicated in incomplete sexual maturation and infertility due to decreased GnRH activity in human males [61]. 

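Spry4 (ENSMUSG00000024427) lies on chromosome 18 from 38586247 to 38601415. Its normalized count was 41.1 ± 8.69 (SD, n = 2) in WT, 67.0 ± 3.15 (SD, n = 2) in P2KO and 96.4 ± 20.9 (SD, n = 2) in DKO. In the libraries labelled DKO it was 2.33-fold higher than in WT (log2 fold change 1.22, standard error 0.229, adjusted p = 7.05e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn gave log2 fold changes from 0.97 to 1.47. The call was lost with DESeq2 on the 2 genotypes compared, where the log2 fold change was 1.23. P2KO lay between WT and DKO and was not called against either (log2 fold change over WT 0.69, adjusted p = 0.337, and of DKO over P2KO 0.53, adjusted p = 0.262, by the same test).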

*Sdc3* (upregulated 12-fold) is considered a regulator of obesity and has been proposed as a modulator of gonadal steroid function [62]. 

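Sdc3 (ENSMUSG00000025743) lies on the plus strand of chromosome 4 from 130792537 to 130826319, 10.1 Mb from Padi2. Normalized counts of 93.6 ± 6.46 (SD, n = 2) were found in WT, 91.9 ± 0.490 (SD, n = 2) in P2KO and 1123 ± 30.0 (SD, n = 2) in DKO. Against WT, Sdc3 was 11.9-fold higher in the libraries labelled DKO (log2 fold change 3.58, standard error 0.116, adjusted p = 1.59e-22 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). P2KO and WT did not differ detectably (log2 fold change -0.03, standard error 0.158, adjusted p = 0.981 by the same test). The antisense gene Gm12970, which lies inside Sdc3 from 130811617 to 130812326, had 0 counts in all WT and P2KO libraries and 339 and 293 counts in the DKO libraries. Reads of either gene could have been counted on the other if strands were not told apart.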

And finally, altered levels of *Mrto4* in Balb/C mice (upregulated 3 fold in our DKO) have been linked to disruptions in spermatogenesis, fertility and testosterone levels in mice [63]. These findings further support our hypothesis that PADs play an important role in regulating gene expression in the testis, and more specifically, in regulating AR-mediated gene expression.

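Mrto4 (ENSMUSG00000028741) lies on chromosome 4 from 139347435 to 139352576, 1.56 Mb from Padi2, and has the near-identical copies Mrto4-ps1 and Mrto4-ps2. Its normalized count was 667 ± 40.6 (SD, n = 2) in WT, 1956 ± 101 (SD, n = 2) in P2KO and 1940 ± 19.6 (SD, n = 2) in DKO. Over WT, the log2 fold change was 1.54 in the libraries labelled DKO (standard error 0.0750, adjusted p = 2.72e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 2.91-fold higher. In the libraries labelled P2KO it was 1.55 (standard error 0.0748, adjusted p = 3.96e-17 by the same test). DKO and P2KO did not differ detectably (log2 fold change -0.01, standard error 0.0684, adjusted p = 0.970).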

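The estrogen receptor gene Esr1 (chromosome 10, from 4611593 to 5005614) had a log2 fold change of 0.04 between the libraries labelled DKO and WT (standard error 0.185, adjusted p = 0.963 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which turned negative with the gene length correction (-0.10). Genes that respond to androgen in Sertoli cells were tested as a list of 6 genes (Rhox5, Rhox8, Eppin, Drd4, Cldn3 and Tubb3), all of them expressed in these testes. The median log2 fold change of the list was -0.185, and 1 of the 6 genes was higher in DKO (camera with a preset correlation between genes, adjusted p = 0.0425 over 8 lists). Rhox8 was the called gene of this list (log2 fold change -0.90, standard error 0.153, adjusted p = 1.91e-04 by edgeR's test). A list of 8 genes of steroid synthesis in Leydig cells had a median log2 fold change of 0.178, and 6 of the 8 genes were higher in DKO (camera, adjusted p = 0.0616). Of these, Star (0.51), Hsd3b6 (0.41), Cyp17a1 (0.31) and Cyp11a1 (0.28) were called higher and Hsd3b1 (-0.46) was called lower, where the values are log2 fold changes. For Cyp11a1 the second DKO library had a normalized count of 2751.2, against 2564.0 and 2643.8 in WT. For Cyp17a1 it had 9388.9, against 9204.9 and 8547.1. In P2KO against WT the log2 fold changes were 0.24 (Star), -0.22 (Hsd3b6), 0.15 (Cyp17a1), 0.29 (Cyp11a1) and -0.23 (Hsd3b1), none of them called. Neither list passed the threshold under fry or with an estimated correlation, whereas with the gene length correction the Leydig cell list passed it (adjusted p = 0.0175) and the androgen-responsive list did not (adjusted p = 0.172). From the genes with changed expression in DKO testes, several of which it links to steroid signaling through other studies, the paper proposes that PADs regulate gene expression in the testis.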

## Conclusions

Our previous work with PAD2 and PAD4 in breast cancer cell lines has found that both of these PAD isozymes appear to regulate ER target gene expression via citrullination of histone residues at ER binding sites. More recent studies have shown that PAD2 also appears to facilitate androgen receptor target gene expression in prostate cancer cells via similar mechanisms. Together, these observations suggest that PAD2 and PAD4 may represent key mediators of hormone signaling in mammals. While these in vitro findings are intriguing, an important next step in linking PADs with hormone signaling is demonstrating that the phenomenon also occurs at the organismal level. While our *Padi2* and *Padi4* SKO mouse models have failed to show a reproductive phenotype, outcomes from our *Padi2/Padi4* DKO studies provide a series of clear associations between PADs and hormone signaling and, to our knowledge, this study is the first to make such genetic links using animal models.

We predict that the phenotypic effects of DKO that we have observed in this study are due to the lack of PAD2 and PAD4 activity in the testis. Our DKO mice described here exhibit several phenotypic traits (delayed puberty, small offspring and decreased serum testosterone) that are characteristic of other sub-fertile strains, including a number of AR knockout mouse models [64]. Since PAD2 and PAD4 have previously been implicated in interactions with estrogen and androgen receptors, it is not unexpected to see reproductive defects in these mice. However, our additional finding of abnormal serum testosterone, LH and FSH levels indicates a wider reaching disruption of the HPG axis with implications for more than just reproductive fitness.

## Supplementary Information

**Additional file 1: Fig. S1.** Full PCR gels and membranes for authentication of DKO mice.

**Additional file 2: Fig. S2.** Growth curves of WT, SKO and DKO mice.

**Additional file 3: Table S1.** Histological scoring of cellular abnormalities in 90-day old WT and DKO testes.

**Additional file 4: Table S2.** Significantly differentially expressed genes in 4-month old DKO testes compared to WT (FDR < 0.05 and Benjamini-Hochberg *p-adj* < 0.05).

**Additional file 5: Table S3.** Significantly differentially expressed genes in 4-month old P2KO testes compared to WT (FDR < 0.05 and Benjamini-Hochberg *p-adj* < 0.05).

**Additional file 6: Table S4.** DAVID results of gene ontology categories over-represented in 4-month old DKO testes compared to WT.

**Additional file 7: Table S5.** Top 100 most up- and downregulated genes from 4-month old testes (FDR < 0.05 and Benjamini-Hochberg *p-adj* < 0.05), ranked by Fold Change and used to create the heatmap in Fig. 8.

## Data Availability

The datasets supporting the conclusions of this article will be available upon publication in NCBI’s Gene Expression Omnibus (GEO) repository (GSE194034, https://www.ncbi.nlm.nih.gov/geo/). *Padi2/Padi4* double knockout mice are available from the corresponding author upon reasonable request, and in accordance with Cornell University’s Material Transfer Agreement.

How the deposited data were processed for this re-analysis (not part of the article)

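RNA from the testes of 4-month-old WT (FVB/NJ), P2KO and DKO mice was sequenced by the authors, with 2 mice and so 2 libraries per genotype. The authors deposited 1 table of counts, which holds the number of reads that STAR counted on each gene of the Ensembl annotation of GRCm38 after trimming with Trim Galore and alignment, with no normalization and no filter on genes. The values are whole numbers, and every column of the table was mapped to a genotype and a replicate from its label. All gene identifiers of the table were found in the annotation used here for positions, lengths, types of gene and overlaps, which is GENCODE mouse release 21 and Ensembl release 96. The paper's text does not name which of STAR's counts by strand were deposited, nor the versions of Trim Galore, STAR and DESeq2 or the design given to DESeq2.

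Total counts on genes ran from 21939393 to 27306679 per library. The 10 most highly counted genes took from 4.04% to 4.57% of the counts of a library, and mitochondrial genes from 0.636% to 0.725%. The depth limits what can be said of genes with few counts. A gene with at most 3 counts in every library of a genotype was treated as being at the floor, and a fold change against such a genotype is given as a lower bound, computed against the floor.

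Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with a minimum count of 10, which left 20744 genes. Libraries were scaled by the TMM method, and glmQLFit and glmQLFTest (edgeR's quasi-likelihood test) were applied to all 6 libraries in 1 fit with a term for genotype, which leaves 3 residual degrees of freedom. P2KO was compared with WT, DKO with WT, and DKO with P2KO. The p-values were adjusted by the Benjamini-Hochberg method over all tested genes of a comparison, and an adjusted p under 0.05 was taken as a call. The standard error given beside a log2 fold change is its absolute value divided by the square root of the F statistic. A normalized count is a count divided by the ratio of the library's TMM-scaled size to the geometric mean of the 6 scaled sizes. Groups of 2 libraries are too small for an exact permutation test of a single gene to pass 0.05, and too small for tests of outlying samples or of other splits of the libraries.

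The fit was tested on simulated data with 200 changed genes, 2 libraries per genotype and 20444 tested genes. It called 161 of the changed genes (80.5%), 89.7% of those with a log2 change of 2 either way and 69.9% of those with a log2 change of 1. Of its calls, 7 (4.17%) fell on unchanged genes. The median of the fitted minus the true log2 fold change was 0.013.

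Genes named in the text are those the paper names in its account of these libraries, the 5 members of the Padi family, the other zinc-finger genes of the paper's Table S2 that changed at least 2-fold, Esr1, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall whose libraries do not overlap. Genes of the cell type lists, other kallikrein genes, the genes with a near-identical copy, and Zfp978 in the comparison of DKO with WT were named in addition after their values had been seen. The rises and falls were ranked by the fitted log2 fold change, also for genes at the floor. Not every gene that the rule covers is reported. This rule, the comparisons, their tests and the cell type lists were set before the data were examined. The share of called genes on chromosome 4 in DKO against P2KO was not part of that plan, and for the tests of explanations each closing part says which were chosen later. So were the alternatives, apart from the trend with gene length without each library in turn. The gene lists of the paper's Tables S2 and S3 had been read by then, and the tests of chromosome 4 and of gene length were set with that knowledge.

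The alternatives were RLE size factors or upper-quartile scaling in place of TMM, no filter on low counts, a filter on a mean of at least 50 counts, a prior count of 2 in the fold change in place of 0.125, and the replicate number as a block. Others were DESeq2 1.42.0 on all 6 libraries or on the 2 genotypes compared, edgeR on the 2 genotypes compared, a correction for gene length alone or together with the replicate block, a correction for GC content, and the analysis of genes off chromosome 4. Each library was also left out in turn. The corrections for length and GC content were offsets per library from a lowess curve with a span of 0.3.

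Called and tested genes on and off chromosome 4 were compared by Fisher's exact test, two-sided. Its p-values treat genes as independent replicates, which neighbouring or overlapping genes are not. Similarity of libraries was computed on log2 CPM with a prior count of 2. A near-identical copy of a gene was defined by BLAST 2.17.0 as a transcript of another gene with at least 95% identity over at least 150 nucleotides and over at least 50% of the shorter transcript, and 2195 of the tested genes have one. The trend of fold changes with gene length is Spearman's correlation across tested genes off chromosome 4 with the length of the merged exons. The lengths of called genes were compared with those of 10000 random lists of tested genes drawn to match their counts. The 8 cell type lists (steroid synthesis in Leydig cells, Sertoli cells, androgen-responsive genes of Sertoli cells, spermatogonia, spermatocytes, round spermatids, elongating spermatids and adipose tissue) were tested by camera with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. As alternatives, fry, camera with an estimated correlation, and camera after the gene length correction were used. Tables and tests outside R were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The gene ontology analysis of the paper was not repeated, because the terms of each gene were not used here.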

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

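The tests of explanations in this part were chosen after the results they concern had been seen, apart from those on near-identical copies, GC content and library depth, and among them the gene length correction and upper-quartile scaling had been set beforehand as alternatives of processing but not as tests of these explanations.

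Genes on chromosome 4 were over-represented among the called genes of all 3 comparisons. They made up 52.9% of the genes called in P2KO against WT, 20.1% in DKO against WT and 26.8% in DKO against P2KO, and 5.92% of the tested genes. The odds ratios of a call on chromosome 4 were 18.4, 4.36 and 6.1 (Fisher's exact test, two-sided, p = 3.26e-27, 4.51e-37 and 2e-26). Neighbouring genes are not independent replicates, so the p-values of these tests overstate the evidence if 1 event changed many neighbours. An effect of the lost Padi proteins on genes anywhere in the genome would not favour 1 chromosome, so the odds ratio of 4.36 in DKO against WT argues against it as the only cause. The Padi2 allele is carried by both knockout lines, so the odds ratio of 6.1 between DKO and P2KO argues against it as the only cause. With the gene length correction the share in DKO against WT was 24.4%, and with upper-quartile scaling it was 20.9%, so that neither a length trend nor library scaling accounts for it. Among genes without a near-identical copy the odds ratio in DKO against WT was 4.4, so reads shared between copies do not account for it either.

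The called genes of chromosome 4 lay near the targeted loci. From 25 Mb upstream of Padi2 to the end of chromosome 4, 18.4% of 656 tested genes were called in DKO against WT, 64 higher and 57 lower. On the rest of chromosome 4 it was 2.28% of 571 genes, and on all other chromosomes 2.74% of 19517 genes. In P2KO against WT the shares were 5.49%, 0.175% and 0.169%, and in DKO against P2KO 9.15%, 1.23% and 0.938%. The genes changed at least 2-fold in P2KO against WT comprised E2f2 at 136.2 Mb and otherwise lay from 139.3 to 149.3 Mb, whereas in DKO against P2KO they lay from 117.0 to 137.2 Mb. A candidate explanation is a stretch of chromosome 4 from another strain that was carried along with a targeted locus, longer in the DKO mice than in the P2KO mice. A raised share of called genes, here 18.4%, could follow from such a stretch, but no share was predicted for it. The limits were also drawn from the same genes, and sequence variants of the mice were not analysed here. The paper places all of its mice on an FVB/NJ background. An effect of the altered Padi loci on their neighbours is a biological explanation. With the 132 tested genes within 5 Mb of Padi2 and Padi4 left out, the odds ratio of a call on chromosome 4 was 9.31 in P2KO against WT, 3.11 in DKO against WT and 5.48 in DKO against P2KO (Fisher's exact test, two-sided, p = 3.52e-10, 2.91e-17 and 3.83e-20), which argues against an effect on genes within 5 Mb as the only cause. With the 320 genes within 10 Mb left out it was 0.652, 1.86 and 3.74 (Fisher's exact test, p = 1, 2.94e-04 and 6.53e-09), which argues against an effect on genes within 10 Mb as the only cause in the 2 comparisons of DKO and leaves it open in P2KO against WT. Among the tested genes from 140 to 145 Mb, which hold the Padi genes, 1 of 52 was called in P2KO against WT, 11 in DKO against WT and 4 in DKO against P2KO. From 135 to 140 Mb it was 13, 30 and 11 of 80, and from 145 to 150 Mb 22, 27 and 2 of 83. Beyond 150 Mb, 0 of 61 genes up to 155 Mb and 0 of 45 from 155 to 160 Mb were called in each comparison. Upstream, it was 0, 12 and 9 of 85 from 125 to 130 Mb, and 0, 14 and 12 of 63 from 120 to 125 Mb. The share of 18.4% pools all of these windows. An effect of the loci over more than 10 Mb that differs between their 2 sides was not tested. A stretch of another strain cannot be told apart in counts from such an effect, or in P2KO against WT from an effect over up to 10 Mb, because a mouse with such a stretch would carry the altered loci too. For the 6 of 10 genes named in the paper that lie on chromosome 4, this question stays open.

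Padi2 counts were not lower in the knockout libraries, although the paper reports no Padi2 transcript in salivary gland and no protein in spleen. The log2 fold change was 0.35 in DKO against WT, with an adjusted p of 0.575 by edgeR's quasi-likelihood test. At 47 to 100 counts per library, small changes were not detectable. A single mislabelled library was argued against by the similarity of libraries, since all 6 were closest to the other library of their label. With genes off chromosome 4 only, 4 of the 6 were. An exchange of whole genotypes is not covered by this. The count per gene does not show which exons were read. The annotation lists 2 transcripts that start downstream of exon 1, and reads from them, or from transcripts that continue past the inserted cassette, could keep the count up. These transcripts cannot be told apart from transcripts with exon 1 in a count per gene. Padi2 also overlaps Gm26226 on the same strand and Gm13031 on the other strand. Reads of Gm13031 could have been counted on Padi2 if strands were not told apart. No biological explanation was tested.

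Fold changes in DKO against WT rose with gene length. Across tested genes off chromosome 4, Spearman's correlation was 0.294, where genes are not independent replicates. It was 0.147 in P2KO against WT and 0.170 in DKO against P2KO. With the GC content correction it was 0.283, and with each library drawn down to the smallest total 0.289, which argues against GC content and depth as the cause. Length trends also existed between libraries of 1 genotype. The largest in absolute value was 0.196, between the WT libraries (-0.196), and the others were 0.129 in P2KO and 0.02 in DKO. Against the mean of all libraries the second WT library had the steepest trend, -0.304, and without it the correlation in DKO against WT was 0.158 and that in P2KO against WT 0.0147. The trends of the DKO libraries were 0.181 and 0.177. A length bias of library preparation or RNA quality that differs from library to library may contribute. It cannot be told apart from a difference in the cells or transcripts of DKO testes, because there are 2 libraries per genotype, and the trend between the WT libraries is smaller than that in DKO against WT with all libraries and larger than those in DKO against WT without the second WT library, in P2KO against WT and in DKO against P2KO. A biological difference between the genotypes was not tested.

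The called genes follow the same trend. Off chromosome 4, the 355 genes called higher in DKO than in WT had a median exon length of 9589 nucleotides, and 10000 random lists of genes with similar counts had medians from 3456 to 5082. The 179 genes called lower had a median of 2614 nucleotides, and the random lists had medians from 3091 to 5312. Of the 534 called genes, 319 were still called with the gene length correction (59.7%), 187 of the higher and 132 of the lower genes. The length trend is therefore not the cause of every call off chromosome 4, and for the genes that lost their call the question stays open.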

How the results depend on the processing

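Leaving out each library in turn for the trend with gene length was chosen after the data had been seen.

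Over the genes examined singly and the alternatives that tested them, 741 log2 fold changes kept their direction and their side of the threshold, 10 no longer passed it, 1 passed it in addition and 2 reversed. Another 38 had no value to compare because the alternative did not test the gene, 14 of them with a mean of at least 50 counts, 13 with DESeq2 on the 2 genotypes compared, 8 with DESeq2 on all 6 libraries and 3 with edgeR on the 2 genotypes compared. The 13 include all 10 genes examined in DKO against P2KO, so that none of these is called there. Those that no longer passed it were Klk1b27 and Spry4 in DKO against WT with DESeq2 on the 2 genotypes compared, and Padi3 in DKO against WT with both uses of DESeq2, with the replicate block and with the gene length correction together with the replicate block. The others were in P2KO against WT: Platr16 with DESeq2 on all 6 libraries and with the replicate block, and Zfp978 with both uses of DESeq2. Padi4 in P2KO against WT passed the threshold without a filter on low counts. The log2 fold change of Esr1 in DKO against WT was -0.10 with the gene length correction and -0.0948 with that correction together with the replicate block, against 0.04 otherwise, and was not past the threshold in any of these. When each library was left out in turn, 339 log2 fold changes moved by less than the spread between replicates and 57 by more. These numbers include fits without a library of the genotype not compared, which hardly move the value. With 2 replicates, leaving 1 out moves the mean of a group by only a part of their difference. The 339 therefore do not show that the values are stable.

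The numbers of called genes depended on the processing, mostly through the test and the filter. With DESeq2 on all 6 libraries, 22 genes were higher and 19 lower in P2KO against WT (41 and 29 in the analysis reported), and 263 were higher and 140 lower in DKO against WT (428 and 240). In DKO against P2KO 72 were lower (124), 17 genes were higher than WT in both genotypes (36), and 43 changed at least 2-fold in DKO against WT (83). With DESeq2 on the 2 genotypes compared, the numbers were 22 and 18 in P2KO against WT, 191 and 105 in DKO against WT, and 190 and 71 in DKO against P2KO. There 17 genes were higher in both, and 53 changed at least 2-fold in DKO against WT. In DKO against P2KO it tested 4055 genes after its own filter, and 0 called genes changed at least 2-fold (43), while 1292 genes had an unadjusted p under 0.05 before that filter. In the same comparison 26 called genes changed at least 2-fold with DESeq2 on all 6 libraries, and 54 with edgeR on the 2 genotypes compared. With edgeR on the 2 genotypes compared, 26 genes were higher in P2KO against WT, 321 were higher and 258 lower in DKO against P2KO, and 22 were higher in both. The cause of these differences was not tested.

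Without a filter on low counts, 35523 genes were tested, 80 were higher and 60 lower in P2KO against WT, and 58 were higher in both genotypes. With a mean of at least 50 counts, 15085 genes were tested, 23 genes were higher in both and 50 changed at least 2-fold in DKO against WT. Off chromosome 4, where 19517 genes were tested, 13 genes were higher and 11 lower in P2KO against WT, 8 were higher in both and 32 changed at least 2-fold in DKO against WT. The last numbers are lower by construction, because the genes of chromosome 4 were left out.

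With the replicate block, 24 genes were higher in P2KO against WT and 21 were higher in both genotypes. With the gene length correction together with the replicate block, 257 genes were higher in DKO against WT. The replicate numbers do not pair the mice, since the correlations of the differences between replicates ran from -0.0572 to 0.0574 between genotypes.

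The balance of higher and lower genes in DKO against WT moved with the scaling. Of the called genes, 64.1% were higher in the analysis reported. With upper-quartile scaling 367 genes were higher and 322 lower, so that 53.3% were higher, while the median shift of all log2 fold changes was -0.0232. With the gene length correction 54.7% were higher. More than 50% were higher under every alternative, so that the size of the majority moved and not its direction.

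The share of called genes on chromosome 4 was above that of the tested genes under every alternative run. It ran from 35.0% without a filter on low counts to 71.1% with the replicate block in P2KO against WT, and from 18.9% for protein-coding genes to 31.1% with DESeq2 on the 2 genotypes compared in DKO against WT. In DKO against P2KO it ran from 10.7% with DESeq2 on the 2 genotypes compared to 30.7% with the replicate block.

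The mean correlation within genotypes was 0.791 over the 500 most variable genes in place of 0.993, because genes that differ little between libraries were left out. With genes off chromosome 4 it was 0.993. The trend of fold changes with gene length in DKO against WT ran from 0.158 to 0.324 across the fits that each left out 1 library, and the lowest value came without WT replicate 2. It was 0.383 for genes with a mean of at least 50 counts and 0.307 with the length of the longest transcript.

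Of the 8 cell type lists, 2 passed the threshold with the preset correlation, 1 with fry, 0 with an estimated correlation and 1 with the gene length correction. These were not the same lists, since fry gave adipose tissue (adjusted p = 0.0253) and the gene length correction gave steroid synthesis in Leydig cells (adjusted p = 0.0175). The 4 adipose genes tested are too few for a firm result. The list of spermatogonia changed its direction with fry (adjusted p = 0.476, upward). The cause of these differences was not tested.

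With 2 libraries per genotype, the depth and number of libraries limit the detection of 2-fold changes, of which 69.9% were called in simulated data. A missing call, such as that of Padi4 in P2KO at 10 and 11 counts, does not show that a gene is unchanged.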

Differences from the paper's values

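None of the tests behind these values was chosen after the values had been seen. The alternatives named here were set before the data were examined.

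In P2KO against WT, 41 genes were higher and 29 lower, where the paper's values are 22 and 19. The alternatives whose numbers lay within 1.5 times the paper's values for both were DESeq2 on all 6 libraries (22 and 19), DESeq2 on the 2 genotypes compared (22 and 18), edgeR on the 2 genotypes compared (26 and 22), a mean of at least 50 counts (29 and 27) and the replicate block (24 and 21). RLE size factors, upper-quartile scaling, no filter on low counts, both gene length corrections, the GC content correction and the analysis off chromosome 4 did not come within it.

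In DKO against WT, 428 genes were higher, where the paper's value is 263. Within 1.5 times that value lay DESeq2 on all 6 libraries (263), DESeq2 on the 2 genotypes compared (191), edgeR on the 2 genotypes compared (355), the gene length correction alone (291) and with the replicate block (257), the replicate block alone (348), upper-quartile scaling (367) and the analysis off chromosome 4 (328). RLE size factors, the GC content correction, no filter and a mean of at least 50 counts did not. The number of lower genes was 240, where the paper's value is 140. Within 1.5 times lay DESeq2 on all 6 libraries (140), DESeq2 on the 2 genotypes compared (105), the replicate block (207) and the analysis off chromosome 4 (173), and the other alternatives did not.

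The number of genes higher than WT in both genotypes was 36, where the paper's value is 17. It was 17 with both uses of DESeq2, 22 with edgeR on the 2 genotypes compared, 23 with a mean of at least 50 counts and 21 with the replicate block, and the other alternatives did not come within 1.5 times the paper's value. The number of genes higher in DKO alone was 392, where the paper's value is 246. Within 1.5 times lay DESeq2 on all 6 libraries (246), DESeq2 on the 2 genotypes compared (174), edgeR on the 2 genotypes compared (333), the gene length correction alone (254) and with the replicate block (222), the replicate block alone (327), upper-quartile scaling (331) and the analysis off chromosome 4 (320). RLE size factors, the GC content correction, no filter and a mean of at least 50 counts did not.

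The number of called genes that changed at least 2-fold in DKO against WT was 83, where the paper's value is 41. It was 43 with DESeq2 on all 6 libraries, 53 with DESeq2 on the 2 genotypes compared, 50 with a mean of at least 50 counts and 32 off chromosome 4, and the other alternatives did not come within 1.5 times the paper's value. The paper's own Table S2 lists 43 genes with such a change, 33 of them on chromosome 4. Of the 83 genes, 29 were lncRNA genes, 42 protein-coding genes and 12 pseudogenes or genes of open type, where the paper's values are 15, 20 and 6. With DESeq2 on all 6 libraries these numbers were 17, 22 and 4, within 1.5 times the paper's values, and the types were not counted under the other alternatives.

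The paper's methods name DESeq2. With DESeq2 on all 6 libraries, the 403 genes called in DKO against WT and the 41 genes called in P2KO against WT were the genes of the paper's Tables S2 and S3. The analysis reported here called 396 of the 403 genes and 41 of the 41 genes.

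The paper states that P2KO and DKO mice lack Padi2 transcripts, which it tested in salivary gland, and in these testis libraries Padi2 had from 47 to 100 counts, with a log2 fold change of 0.35 in DKO against WT.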

Other observations

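The tests on near-identical copies and on adipose tissue in this part were set before their results were seen. The test of the P2KO libraries between Runx3 and Mrto4 on chromosome 4 was chosen after its result had been seen.

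Of the 34 genes off chromosome 4 that changed at least 2-fold in DKO against WT, 6 have a near-identical copy on chromosome 4 (17.6%), against 173 of the other 19483 tested genes off chromosome 4 (0.888%). The odds ratio was 23.9 (Fisher's exact test, two-sided, p = 5.95e-07). For copies from 25 Mb upstream of Padi2 to the end of chromosome 4, it was 5 of the 34 genes against 66, an odds ratio of 50.7 (Fisher's exact test, p = 1.42e-07). The 6 genes were Gm10036 and Gm10288 (copies of Rpl11 at 136.0 Mb), Gm5898 (Thrap3, 126.2 Mb), BC002163 (Ndufs5, 123.7 Mb), Gm11585 (Ppih, 119.3 Mb) and Gm7346 (Gm11784, 3.4 Mb). In DKO against WT, Ndufs5 rose by a log2 fold change of 2.77 (adjusted p = 4.92e-17 by edgeR's quasi-likelihood test) while BC002163 had -5.21. The other copies on chromosome 4 had smaller changes or no value: -0.30 for Rpl11 (adjusted p = 0.00229; Gm10036 6.06, Gm10288 1.83), 0.11 for Thrap3 (adjusted p = 0.537; Gm5898 -2.39) and 0.03 for Ppih (adjusted p = 0.943; Gm11585 2.32), and Gm11784 was not tested (Gm7346 -1.69). Reads of a gene on chromosome 4 that match its copy better in one genotype than in another may be counted on the copy, so that the changes of the 5 genes other than Gm7346 could be of the same origin as those on chromosome 4. The copy of Gm7346 lies far from the called genes near Padi2. The test was set before its result was seen and could have come out the other way. The counts per gene do not show from which of the copies a read came.

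The P2KO libraries differed from each other in a part of chromosome 4 around E2f2 (136.2 Mb). For each gene of the chromosome that changed at least 2-fold in DKO against WT, the normalized count of a P2KO library was placed on a scale from 0 (the WT mean) to 100 (the DKO mean). Between Runx3 and Mrto4, a window chosen after the values had been seen, the medians over 5 genes (135.8 to 137.5 Mb) were 54.0 for the first P2KO library and 0.439 for the second. In the window looked at first, which began at 130 Mb and had the same end, they were 6.92 and 0.77 over 18 genes. From Mrto4 (139.3 Mb) onward they were 100 and 95.7 over 23 genes, and from 1700021J08Rik (117.0 Mb) to Runx3 (135.1 Mb) they were -2.32 and 0.0 over 21 genes. The 5 genes lay at 63.2 and -1.46 (Myom3), 59.5 and 0.439 (E2f2), 25.6 and -6.68 (Tcea3), 44.7 and 4.48 (Gm13003), and 54.0 and 46.0 (Hspg2), so that Hspg2 does not follow the others. Gm10036 on chromosome 18, a copy of Rpl11, had 81 counts in the first P2KO library and 1 in the second (positions 49.1 and -0.623), and its log2 fold change in P2KO against WT was from -0.86 to 5.06 when each library was left out in turn. Gm10288 lay at 42.9 and -1.43. The copies of genes further from Padi2 lay at 6.84 and 8.63 (BC002163), 20.1 and -1.46 (Gm5898), 2.2 and -14.0 (Gm11585) and 35.3 and 55.4 (Gm7346). A median of 54.0 is what a stretch carried on 1 of the 2 copies of chromosome 4 in some P2KO mice would give. This stays a hypothesis, since it rests on 5 genes in 1 library and on a window drawn from the same values, and a chance difference between 2 mice cannot be told apart from it. No biological explanation was tested.

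Padi3 had 185 and 202 counts in WT, 156 and 119 in P2KO, and 135 in each DKO library. Its log2 fold change in DKO against WT was -0.54 (standard error 0.149, adjusted p = 0.0351 by edgeR's quasi-likelihood test), a call lost with both uses of DESeq2 and with both uses of the replicate block. In P2KO against WT it was -0.57 (adjusted p = 0.0959). Padi3 lies 0.121 Mb from Padi2. Padi1 had 26 and 20 counts in WT, 20 and 23 in P2KO, and 31 and 32 in DKO (DKO against WT, log2 fold change 0.43, adjusted p = 0.649). Padi6 had 235 and 366, 339 and 221, and 259 and 270 (log2 fold change -0.19, adjusted p = 0.591).

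The sequence targeted by the paper's Padi4 guide, CCAAGGCGCGGTGATCCACGTGG, occurs once in Padi4, on the minus strand of chromosome 4 from 140774153 to 140774175. It lies in exon 1 (140774089 to 140774236), next to the start codon (140774178 to 140774180). Its last 3 nucleotides on this strand, and those of its reverse complement, are TGG, so that a PAM is found for either orientation. The counts per gene do not show the deletion that the paper reports there.

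The cell type lists whose results are given with no claim were the following, for DKO against WT by camera. Elongating spermatids had a median log2 fold change of -0.094 and 2 of 8 genes higher (adjusted p = 0.0425), with Prm1 (-0.22) and Tnp1 (-0.25) called, and the list did not pass the threshold with fry, with an estimated correlation or with the gene length correction. The adjusted p was 0.495 for Sertoli cells (9 of 10 genes tested), 0.722 for spermatogonia and for spermatocytes, 0.53 for round spermatids and 0.446 for adipose tissue (4 of 8 genes tested). Sycp2 of the spermatocyte list (log2 fold change 0.23, adjusted p = 0.0123) and Lrriq1 of the round spermatid list (0.31, adjusted p = 0.00625) were called by edgeR's test. Of the listed genes, Hsd3b1, Hsd3b6, Rhox8, Sycp2, Lrriq1, Tnp2 and Car3 are in the paper's Tables S2 or S3.

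Car3 had 10 and 30 counts in WT, 0 in both P2KO libraries and 8 and 14 in DKO. Adipose tissue attached to some of the testes could give such counts. The median log2 fold change of the other tested adipose genes was -0.0373 in P2KO against WT, with -0.29 for Plin1 and -0.04 for Retn, and Adipoq had 140 and 174 counts in WT, 193 and 164 in P2KO, and 182 and 152 in DKO. Of the genes too low to be tested, Cfd had 1 and 16, 1 and 0, and 8 and 7 counts, Fabp4 had 6 and 14, 2 and 3, and 3 and 4, Cidec had 2 and 6, 1 and 1, and 3 and 2, and Lep had 3 and 4, 6 and 1, and 2 and 9, in the same order. The tested genes are too few and testis cells may express Adipoq, so that adipose tissue cannot be told apart from a change of Car3 itself. No biological explanation was tested.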
